# Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)

**DOI:** 10.1186/1471-2164-11-16

**Published:** 2010-01-07

**Authors:** Beena Vallanat, Steven P Anderson, Holly M Brown-Borg, Hongzu Ren, Sander Kersten, Sudhakar Jonnalagadda, Rajagopalan Srinivasan, J Christopher Corton

## Abstract

**Background:**

The nuclear receptor peroxisome proliferator-activated receptor alpha (PPARα) regulates responses to chemical or physical stress in part by altering expression of genes involved in proteome maintenance. Many of these genes are also transcriptionally regulated by heat shock (HS) through activation by HS factor-1 (HSF1). We hypothesized that there are interactions on a genetic level between PPARα and the HS response mediated by HSF1.

**Results:**

Wild-type and PPARα-null mice were exposed to HS, the PPARα agonist WY-14,643 (WY), or both; gene and protein expression was examined in the livers of the mice 4 or 24 hrs after HS. Gene expression profiling identified a number of *Hsp *family members that were altered similarly in both mouse strains. However, most of the targets of HS did not overlap between strains. A subset of genes was shown by microarray and RT-PCR to be regulated by HS in a PPARα-dependent manner. HS also down-regulated a large set of mitochondrial genes specifically in PPARα-null mice that are known targets of PPARγ co-activator-1 (PGC-1) family members. Pretreatment of PPARα-null mice with WY increased expression of PGC-1β and target genes and prevented the down-regulation of the mitochondrial genes by HS. A comparison of HS genes regulated in our dataset with those identified in wild-type and HSF1-null mouse embryonic fibroblasts indicated that although many HS genes are regulated independently of both PPARα and HSF1, a number require both factors for HS responsiveness.

**Conclusions:**

These findings demonstrate that the PPARα genotype has a dramatic effect on the transcriptional targets of HS and support an expanded role for PPARα in the regulation of proteome maintenance genes after exposure to diverse forms of environmental stress including HS.

## Background

Physiological and chemical stresses produce disease states in which proteins are damaged or misfolded in part through increases in oxidative stress. Many endogenous pathways are engaged in restoring cellular homeostasis, including stabilization of unfolded proteins to prevent aggregation and removing damaged or excess proteins through proteolysis. Stabilization of unfolded proteins is performed by molecular chaperones that assist in the folding of nascent polypeptides. Many genes encoding for chaperones exhibit increased expression after exposure to a wide variety of stimuli including chemical exposure or increased temperatures and are thus called heat shock (HS) protein (*Hsp*) genes [1-3]. These proteins play key roles in a number of human diseases [4]. Expression of some *Hsp *is essential for cellular survival under physical or chemical exposure conditions that increase oxidative stress [5,6]. Regulation of the *Hsp *genes by heat or chemical-induced oxidative stress is controlled in part by HS factor 1 (HSF1), activated under conditions in which the level of unfolded proteins increase [1-3]. Microarray studies of mouse embryonic fibroblasts from wild-type and HSF1-null mice or a human cervical carcinoma cell line have shown that HSF1 controls only a subset of the genes altered by HS [7,8] indicating that other inducible pathways play roles in regulating the *Hsp *genes.

The nuclear receptor peroxisome proliferator-activated receptor α (PPARα) is one of three PPAR subtypes that regulate lipid and glucose homeostasis, tissue growth and inflammation after exposure to a large class of structurally heterogeneous industrial and pharmaceutical chemicals called peroxisome proliferator chemicals (PPC) [9,10]. The PPARα subtype plays a key role in mediating the effects of hypolipidemic and xenobiotic PPC in liver, kidney, heart and skin. Exposure to PPC leads to regulation of a large number of genes including up-regulation of those involved in lipid homeostasis and down-regulation of inflammatory genes that are generally abolished in PPC-exposed PPARα-null mice [11-13].

There is compelling evidence that PPARα protects tissues from chemical-induced oxidative stress (reviewed in [14]). Prior exposure of rats and mice to PPC protects the liver from damage by cytotoxic agents that induce oxidative stress [15]. The hypolipidemic drug and PPC, clofibrate, protects the liver from damage by the cytotoxicant acetaminophen in wild-type but not PPARα-null mice [16]. Compared to wild-type mice, untreated PPARα-null mice or primary hepatocytes isolated from PPARα-null mice were more sensitive to carbon tetrachloride-, paraquat- or cadmium-induced toxicity [12]. The beneficial effects of caloric restriction in protecting the liver from cytotoxicant-induced liver injury were shown to depend on PPARα [17]. Additional studies have shown that PPARα plays a positive role in recovering from partial hepatectomy [18]. In the kidney, PPARα-null mice were more sensitive to damage after ischemia-reperfusion injury, and prior exposure of wild-type mice to PPC reduces the injury [19,20]. Our previous microarray studies identified an overlap in the genes regulated by the PPARα agonist WY-14,643 (WY) and those regulated by HS through HSF1 [12]. The proteome maintenance genes included those involved in protein folding (e.g., *Hsp *genes) as well as ubiquitin-dependent and -independent proteolytic processing through the proteosome (e.g., *Psm *genes). Altered regulation of these genes by PPC could help to explain why PPC exposure through PPARα helps to protect tissues from environmental stressors.

In the present study, we hypothesized that there were interactions on a genetic level between PPARα and the HS response mediated by HSF1. We dissected the contribution of PPARα by examining gene expression changes in the livers of wild-type and PPARα-null mice after HS. We found that a number of genes regulated by HS were dependent on PPARα for regulation. Furthermore, we showed that PPARα-null mice were more sensitive to the transcriptional effects of HS and exhibited a remarkably different transcriptional response compared to wild-type mice. Our findings suggest PPARα is a major regulator of stress responses in the liver.

## Methods

### Animals, exposure to heat and WY

All animal studies were carried out at CIIT Centers for Health Research, Research Triangle Park, NC. Studies utilized wild-type and PPARα-null male mice 9-12 weeks of age on a mixed SV129/C57BL/6 background. These mice have been described previously [21]. The mice were originally obtained from Dr. Frank Gonzalez, NCI, National Institutes of Health to establish a breeding colony at CIIT. Control and treated mice were provided with NIH-07 rodent chow (Zeigler Brothers, Gardeners, PA) and deionized, filtered water *ad libitum*. Lighting was on a 12-hr light/dark cycle. Mice (n = 5-6 per group) were fed a control diet or a diet containing the PPARα agonist WY-14,643 (ChemSyn Science, Lenexa, KS) (WY) in the diet (500 ppm) for 1 week followed by a 40-min heat stress at 42°C or held at room temperature in wire rack cages. Mice were sacrificed 4 hrs, 24 hrs and 3 days after the heat stress.

Heat in the exposure chamber was generated by a combination of the building reheat system, an in-line air heater and two small surface heaters. The in-line heater (Riley Equipment Company, Inc., Houston, TX) was set to approximately 300°F. The heated air traveled through a 2 foot by 2 inch inlet tube constructed of PVC, stainless steel and Teflon into the bottom of the H1000 inhalation chamber. A small diverter was placed in the bottom of the H1000 inhalation chamber to prevent a chimney effect in the chamber and increasing the efficiency of the heat distribution. The stainless steel animal cage unit was placed in the center of the H1000 inhalation chamber and a feces/urine catch pan was placed in the chamber. A small (1500 watt) heater was placed on either side of the H1000 inhalation chamber approximately 4 inches from the surface. These heaters heated the stainless steel sides and heated the surface enough to allow the internal temperature of the chamber to reach approximately 42°C. The temperature was monitored in three locations of the H1000 inhalation chamber: front door above the animal cage unit, back door below the animal cage unit and in the center using temperature probes (Rotronic Hygrometer Series 1200, Rotronic Instrument Corp., Huntington, NY).

Portions of the livers were rapidly snap-frozen in liquid nitrogen and stored at -70°C until analysis. Where appropriate, slices of liver were fixed in 10% neutral buffered formalin for 48 h, transferred to 70% ethanol, and embedded in paraffin; 5-μm sections were cut and mounted on slides and stained with H&E. H&E-stained liver sections were examined by light microscopy. Clinical chemistry markers in the serum from animals were measured by Antech Diagnostics, Charlotte, NC. All animal studies were conducted under federal guidelines for the use and care of laboratory animals and were approved by Institutional Animal Care and Use Committees.

### RNA Isolation and Analysis of Gene Expression

Liver RNA was isolated using a modified guanidium isothiocyanate method (TRIzol^®^; Invitrogen) and was further purified using silica membrane spin columns (RNeasy^®^; Qiagen, Valencia, CA). RNA integrity was assessed by the RNA 6000 LabChip^® ^kit using a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Global gene expression changes were examined using the Affymetrix platform. Gene expression changes were assessed in the livers from three mice in each of the 8 treatment groups in wild-type and PPARα-null mice using a total of 24 chips. Gene expression in each animal was assayed on a separate chip. Biotin-labeled cRNA was produced from 15 μg total RNA using an Affymetrix "one-way" labeling kit. Total cRNA was quantified using a Nano-Drop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and evaluated for quality after fragmentation on a 2100 Bioanalyzer. Following overnight hybridization at 45°C to Affymetrix U74Av2 GeneChips in an Affymetrix Model 640 GeneChip hybridization oven, the arrays were washed and stained using an Affymetrix 450 fluidics station as recommended by the manufacturer and scanned on an Affymetrix Model 3000 scanner. After scanning, raw data (Affymetrix .cel files) were obtained using Affymetrix GeneChip Operating Software (version 1.4). All of the Affymetrix (Santa Clara, CA) .cel files were analyzed by Bioconductor SimpleAffy to assess data quality [22].

Data (.cel files) was analyzed and statistically filtered using Rosetta Resolver^® ^version 7.1 software (Rosetta Inpharmatics, Kirkland, WA). Statistically significant genes were identified using one-way ANOVA with a false discovery rate (Benjamini-Hochberg test) of ≤ 0.05 followed by a post-hoc test (Scheffe) for significance. Significant transcripts were evaluated for relevance to canonical pathways and biological functions using Ingenuity Pathways Analysis (Ingenuity Systems, http://www.ingenuity.com). Heat maps were generated using Eisen Lab Cluster and Treeview software http://rana.lbl.gov/EisenSoftware.htm.

Gene Set Enrichment Analysis (GSEA; http://www.broad.mit.edu/gsea/) was used to evaluate whether a pre-defined set of genes showed statistically significant, concordant differences between two biological states [23]. GSEA generates a list of genes from submitted .cel files and tests whether, within that queried list of genes, there is a statistically significant enrichment or not of pre-defined groups of genes, or "gene sets". Gene sets examined through GSEA include canonical, metabolic and signaling pathways as well as groups of genes previously identified and validated to be up- or down-regulated when cells are given a particular stimulus. This type of analysis can sometimes detect more subtle changes present in the data. Expression profiles were submitted to GSEA using default settings and searched for enriched gene sets. Gene set C2 (curated gene sets) includes genes from online pathway databases, publications in PubMed, and knowledge from domain experts. Gene set C3 (motif gene sets) contains genes that share a transcription factor (TF) binding site defined in TRANSFAC^®^, a database for transcription factors and their genomic binding sites. Additional .cel files were analyzed using GSEA including those from the livers of wild-type and PPARα-null mice exposed to WY (400 uL of a 10 mg/mL solution/day) for 6 hr or 5 days [24].

A description of the HS and WY exposure microarray experiment is available through Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information http://www.ncbi.nlm.nih.gov/geo/, as accession number GSE14,869.

We categorized the genes regulated by HS in wild-type or PPARα-null mice based on whether they were altered by HS in mouse embryonic fibroblasts (MEF) from wild-type or HSF1-null mice [8]. From this dataset, genes which fell into three groups were identified including 1) HSF1-dependent regulation by HS, 2) HSF1-independent regulation by HS and 3) altered regulation between wild-type and HSF1-null MEFs in the absence of HS. Genes were identified using procedures outlined in [25].

### Real Time RT-PCR Analysis

The levels of gene expression were quantified using real time RT-PCR analysis. Real-time reverse transcriptase-PCR was performed as follows. After DNase treatment, total RNA was quantified (Ribogreen^®^, Molecular Probes, Inc., Eugene, OR) and diluted with water. Fifty ng of RNA and PCR reagents were aliquoted into 96-well plates using an ABI Prism™ 6700 Automated Nucleic Acid Workstation (Applied Biosystems, Foster City, CA) and subjected to real-time quantitative PCR (TaqMan^®^, Applied Biosystems) using gene-specific primers (Additional File 1) and fluorescently labeled probes (Molecular Probes) designed by the Primer Express^® ^software (Applied Biosystems). Amplification curves were generated using the ABI Prism™ 7900 HT Sequence Detection System (Applied Biosystems). Expression relative to vehicle control animals was determined after normalizing to the ribosomal *18S *gene. There were four animals per treatment group, and each sample was analyzed in duplicate. Variability is expressed as standard error of the mean. Means and S.E. (*n *= 4) for RT-PCR data were calculated by Student's *t *test. The level of significance was set at *p *≤ 0.05.

### Western Blot Analysis

Liver lysates were prepared in 250 mM sucrose, 10 mM Tris-HCl, pH 7.4, and 1 mM EDTA with protease inhibitors (0.2 mM phenylmethylsulphonyl fluoride, 0.1% aprotinin, 1 μg/ml pepstatin, 1 μg/ml leupeptin) as previously described [26]. Fifty μg hepatocyte whole cell lysate was subjected to 12% sodium dodecyl sulfate - polyacrylamide gel electrophoresis followed by transfer to nitrocellulose membranes. Immunoblots were developed using primary antibodies against acyl-CoA oxidase (ACO) (a gift from S. Alexson, Huddinge University Hospital, Huddinge, Sweden), HS proteins (Santa Cruz Biotechnology, Santa Cruz, CA; StressGen, Victoria, B.C., Canada) or CYP4A (GenTest, Waltham, MA) and appropriate secondary antibodies conjugated with horseradish peroxidase (Santa Cruz Biotechnology) in the presence of chemiluminescent substrate ECL (Amersham, Piscataway, NJ). Blots were quantitated using Gel-Pro (MediaCybernetics, Silver Spring, MD). Most antibodies recognized only one major band of the expected size. Antibodies to TCP1η routinely gave 2 bands of ~60 kDa and ~40 kDa, both of which were elevated after HS, WY or both treatments. In this study we report the levels of ACO-B protein, the 52 kDa processed form of the full-length ACO protein (ACO-A) [27].

## Results and Discussion

### Identification of PPARα-dependent heat shock-regulated genes

We previously identified chaperone genes regulated by WY through PPARα that are also targets of HS through HSF1 [12]. We set out to characterize the HS response in the mouse liver and to determine if there were interactions between HS and PPARα. Wild-type and PPARα-null mice were exposed to either a WY diet or a control diet for 7 days and then groups of mice were challenged with HS (42°C) for 40 minutes or kept at room temperature. 

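Liver RNA was measured in 24 mice, 1 mouse per array and 3 mice per group, and WY was given in the diet at 500 ppm. *Ppara*, the receptor gene disrupted in the null strain, read 315, 298 and 357 in the wild-type control mice and 185, 174 and 153 in the null control mice. After HS it read 306, 181 and 330.4 in wild-type and 134, 142 and 210.2 in null mice. After WY the values were 329, 274 and 289.6 against 103, 168 and 155, and after WY+HS 296, 308 and 288 against 169.9, 159 and 205. The lower level in null control livers did not pass the test (log2 change -0.92, SE 0.22, n = 3 mice per group, limma adjusted p = 0.0594). Wild-type HS mouse 5, at 181, read within the range of the null mice, while its mitochondrial fatty acid oxidation genes averaged 0.39 (log2), above all null mice. Whether the probe set lies in the part of the gene that was removed is not given in the sources used here.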

Transcript profiles were determined in the livers of mice sacrificed 4 hours after HS, as this time was shown to maximally induce the HS responsive genes [28]. 

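The probe set intensities used here had background subtracted and were not scaled to a common level: the array medians ran from 15.2 in a wild-type WY+HS mouse to 40.5 in a wild-type WY mouse. They were quantile normalized over the 24 arrays, set to a floor of 15.7 and taken to log2, and 12422 probe sets were compared between groups of 3 mice with limma at a Benjamini-Hochberg adjusted p under 0.05. On every array 2996 probe sets lay at the floor, and a fold against a group at the floor is given as a lower bound. Log2 changes and interactions are printed as computed, and where a group lies at the floor their size is limited by it. Variance is pooled over the 8 groups, and a group at the floor does not vary. The p-value of such a probe set can therefore be too small.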

Principle component analysis (PCA) of the 24 chips in the study revealed the greatest differences were caused by WY or WY+HS in wild-type mice or by HS in PPARα-null mice (Figure 1A). 

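On the first 3 principal components the means of the wild-type livers after WY and after WY+HS lay 54.5 and 53.8 from the mean of the wild-type controls (SD of the distances of single mice 3.81 and 6.95, n = 3 mice each). The mean of the PPARα-null livers after HS lay 44.5 from that of the null controls (SD 10.8). Mice of the same group were 17.7 apart on average, so the 3 group means lay 3.07, 3.04 and 2.51 times that distance from their controls. Averaging shortens a distance between means relative to one between single mice. Among the HS-treated null mice, mouse 18 lay nearer the controls at 32.4 than mice 16 and 17 at 49.8 and 52.2. The first component held 31.3% of the variance, the second 14.0% and the third 6.78%, and the distances carry no test.

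**Figure D1:**
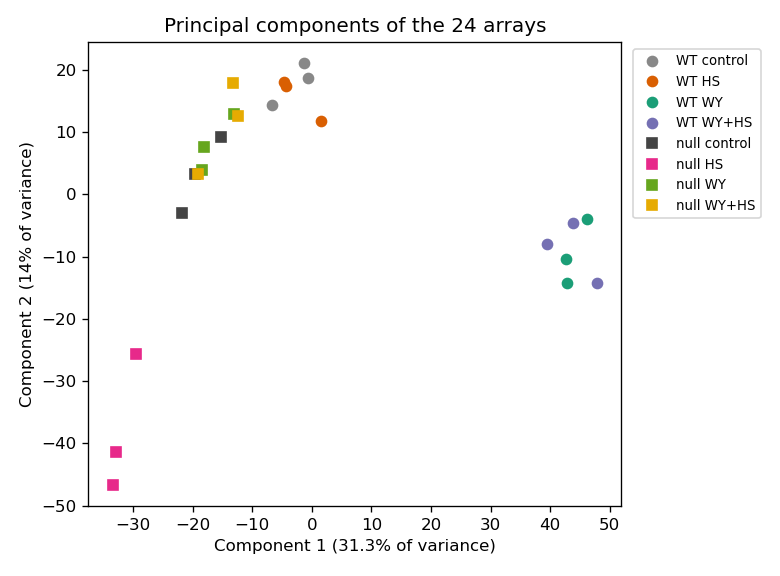
The 24 livers on the first principal components of the log2 intensities, 1 point per mouse, with the 8 groups of 3 mice marked.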

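The mean of the wild-type livers after HS lay 8.70 from that of their controls on the first 3 principal components (SD of the distances of single mice 8.81, n = 3 mice), a ratio of 0.491 to the distance between mice of the same group. For PPARα-null livers the means lay 15.3 from the controls after WY+HS (SD 4.55, ratio 0.864) and 9.23 after WY alone (SD 1.71, ratio 0.520), where the single mice lay at 11.4, 13.6 and 10.3. In the wild-type HS group mouse 5 stood apart at 20.0, against 8.91 for mouse 4 and 2.55 for mouse 6.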

More subtle differences were caused by HS in wild-type mice and by WY+HS in PPARα-null mice. 

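In wild-type livers WY changed 1339 probe sets, 694 of them upward and 645 downward, WY+HS changed 1318 (650 up, 668 down) and HS alone 5 (4 up, 1 down). Without scaling (chosen after seeing the data) WY changed 1211, 90.0% upward, and WY+HS 575, 29.6% upward. *Lpl*, which releases fatty acids from circulating lipoproteins, rose with WY from 23.2 ± 12.9 to 910 ± 15.5 (SD, n = 3 mice per group, log2 5.43, SE 0.54, limma adjusted p = 2.98e-06). *Ehhadh*, a peroxisomal β-oxidation enzyme, rose 32.1-fold (SE 0.18 on the log2 scale, adjusted p = 1.23e-11). *Apoa4*, a lipoprotein component, fell from 3333 ± 272 to 201 ± 43.9 (adjusted p = 3.18e-09), and *Hsd3b5*, a steroid enzyme of male liver, fell at least 38.3-fold (adjusted p = 0.0011). At an unadjusted p under 0.05 HS alone reached 665 probe sets, WY 2428 and WY+HS 2493, and the test named in the paper's methods, applied over the 8 groups, gave 17, 713 and 753, and within each strain 77, 871 and 900.0.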

Consistent with the PCA results, HS, WY alone or WY+HS treatments in wild-type mice altered 107, 1714 or 1418 genes, respectively (Figure 1B). Exposure to HS in wild-type mice altered a number of well-characterized targets of HSF1 (described below). 

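HS in wild-type mice raised *Cacybp*, which links the Hsp90 system to protein degradation, from 74.6 ± 2.27 to 186 ± 31.4 (SD, n = 3 mice per group, log2 1.30, SE 0.20, limma adjusted p = 0.034). It also raised *Acsl4*, which activates arachidonic acid, from 97.6 ± 25.9 to 279 ± 60.6 (log2 1.53, SE 0.25, adjusted p = 0.0404). The other rises were in the mitochondrial chaperone genes *Hspe1* and *Hspd1*, and the only fall was in a probe set without a gene name. None of these 4 rises passed at a common median, in a fit of only the arrays compared, or without HS mouse 4 or 6 or control mouse 1. *Hsph1*, a cytosolic chaperone of the Hsp110 family, read 1620 and 1362 in mice 4 and 6 but 244 in mouse 5, against 158 to 251 in the controls. Its change did not pass (log2 2.05, SE 0.64, adjusted p = 0.551). Of 35 cytosolic chaperone genes 1 rose, or 7 when adjusted over the list alone, with a median log2 change of 0.11, and camera placed the list above the other genes (adjusted p = 8e-06). Which of these genes are targets of HSF1 was not tested in these mice.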

Almost half of the HS regulated genes were also regulated by WY in the same direction. 

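The 4 genes that HS raised in wild-type livers also rose with WY: *Hspe1*, the small partner of the mitochondrial Hsp60, by log2 0.94 (SE 0.18, n = 3 mice per group, limma adjusted p = 0.00181), and *Hspd1*, that Hsp60 itself, by 0.69 (SE 0.10, adjusted p = 0.000196). So did *Cacybp* by 0.64 (adjusted p = 0.0457) and *Acsl4* by 1.41 (adjusted p = 0.000976). A second, dimmer probe set of *Hspd1* passed in no treatment comparison. The fifth HS probe set, without a gene name, fell with HS and rose with WY. Thus 80% of the 5 HS probe sets moved the same way with WY. Both comparisons share the same 3 control mice. Over all probe sets the changes with HS and with WY correlated at 0.245, below the 0.499 that shared controls alone give in 50 simulations of unchanged groups.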

(The complete list of genes is found in Additional File 2.)

**Figure 1:**
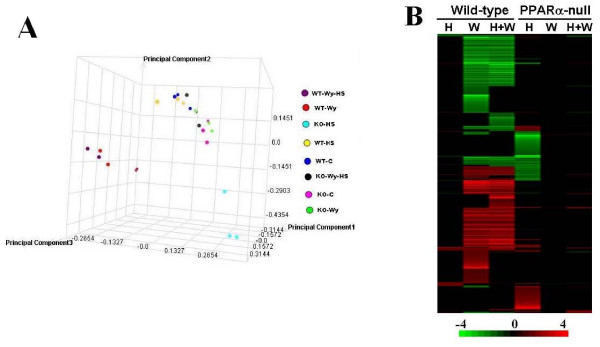
**Altered gene expression by heat shock and WY in wild-type and PPARα-null mice**. Mice were fed a control diet or a diet containing WY for 7 days. Groups of mice were subjected to a 42°C HS for 40 min or kept at room temperature. Mice were sacrificed 4 hrs after HS and hepatic mRNA levels were assessed in the livers. A. Principle component analysis. B. Heat map of altered gene expression. Genes were subjected to one-dimensional hierarchical clustering. Red, up-regulation; green, down-regulation; black, no change. The intensity scale indicates fold-change due to chemical exposure relative to controls. Abbreviations: H, heat shock; W, WY-14,643.

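HS acted differently in the strains on 201 probe sets, 84 with a higher and 117 with a lower log2 change in PPARα-null than in wild-type livers (limma test of the interaction). *Tff2*, a secreted trefoil peptide, lay at the floor in every mouse except the HS-treated null mice, which read 232, 186 and 869.5 (at least 21.3-fold, n = 3 mice, interaction adjusted p = 0.000131). *S100a6*, a calcium-binding protein, rose in null livers from 20.2 ± 4.72 to 110 ± 3.85 (SD, interaction adjusted p = 1.72e-08) and stayed at the floor in wild-type livers. Groups at the floor do not vary and enter the pooled variance, so the p-values of *Tff2* and *S100a6* can be too small. *Igfals*, which carries insulin-like growth factors in blood, fell in null livers from 251.5 ± 111 to 17.5 ± 3.03 (interaction adjusted p = 0.00247). *Gldc*, of the glycine cleavage system, fell there from 285 ± 99.5 to 37.4 ± 21.7 (interaction adjusted p = 0.0103). Where a called probe set had another bright one of the same gene, the other moved the same way in 73.6% of 53 pairs (SE 6.89). Shuffling gave 52.8% (permutation p = 7e-04), in a comparison chosen after seeing the data. Of 100 random relabelings of the mice, 8 gave 201 probe sets or more. The count was 73 in a fit of only the arrays compared, 104 without null control mouse 14 and 536 without null HS mouse 18. The share higher, 41.8%, was 31.5% at a common median and 70.4% without scaling (27 probe sets, chosen after seeing the data).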

The gene expression pattern after treatment was dramatically different in PPARα-null mice. 

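In PPARα-null livers HS changed 878 probe sets, 395 upward and 483 downward, WY alone changed 1 and WY+HS changed 2, all upward. HS raised *Col4a1*, a basement membrane collagen, by log2 2.19 (n = 3 mice per group, limma adjusted p = 0.000702). It lowered *Slc10a1*, the bile salt importer of hepatocytes, with a log2 change of -1.03 (adjusted p = 0.0067). WY raised *Reck*, an inhibitor of matrix proteases, from 16.2 ± 0.748 to 26.1 ± 3.57 (SD), near the floor (SE 0.06 on the log2 scale, adjusted p = 3.71e-05). WY+HS raised *Hspd1* and *Stk40*, a kinase-like regulator, the latter from 141 ± 41.6 to 286.5 ± 29.8 (log2 1.06, SE 0.16, adjusted p = 0.0433). At an unadjusted p under 0.05 the counts were 2239 for HS, 429 for WY and 610.0 for WY+HS, and the methods' test over the 8 groups gave 415, 13 and 20, or 282, 26 and 38 within the strain. The HS count was 59 in a fit of only the arrays compared, 97 without scaling (chosen after seeing the data) and 412 without mouse 14. The share upward, 45.0%, was 29.6% at a common median and 68.0% without scaling. Leaving out each array in turn gave 3 to 10 probe sets for WY and 2 to 18 for WY+HS.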

HS, WY alone or WY+HS treatments in PPARα-null mice altered 774, 6, or 68 genes, respectively (Figure 1B).

We directly compared the genes that were regulated by HS in the two strains (Figure 2A). A small number of genes exhibited concordant expression changes in both strains including *Hsp90aa1*, *Hspe1*, and *Hspd1*. 

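*Hspe1* and *Hspd1*, which together fold proteins in the mitochondrial matrix, rose after HS in both strains. *Hspe1* went from 808 ± 45.4 to 1700 ± 282 in wild-type (SD, n = 3 mice per group, log2 1.06, SE 0.18, limma adjusted p = 0.0469). In null livers it went from 1067 ± 162 to 1897 ± 469 (log2 0.81, adjusted p = 0.011). *Hspd1* went from 1598 ± 70.8 to 2590 ± 251 in wild-type (log2 0.69, SE 0.10, adjusted p = 0.034), and from 1771 ± 85.4 to 2634 ± 402 in null livers (log2 0.56, adjusted p = 0.00323). *Hsp90aa1*, the stress-induced cytosolic Hsp90, rose in null livers from 703 ± 450 to 2199 ± 452 (log2 1.80, SE 0.36, adjusted p = 0.00541). Its wild-type change from 580 ± 77.0 to 2293 ± 773 did not pass (log2 1.93, adjusted p = 0.0952). The difference between the strains did not pass for *Hspe1* (interaction log2 -0.25, adjusted p = 0.907), *Hspd1* (-0.13, adjusted p = 0.97) or *Hsp90aa1* (-0.13, adjusted p = 1).

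**Figure D2:**
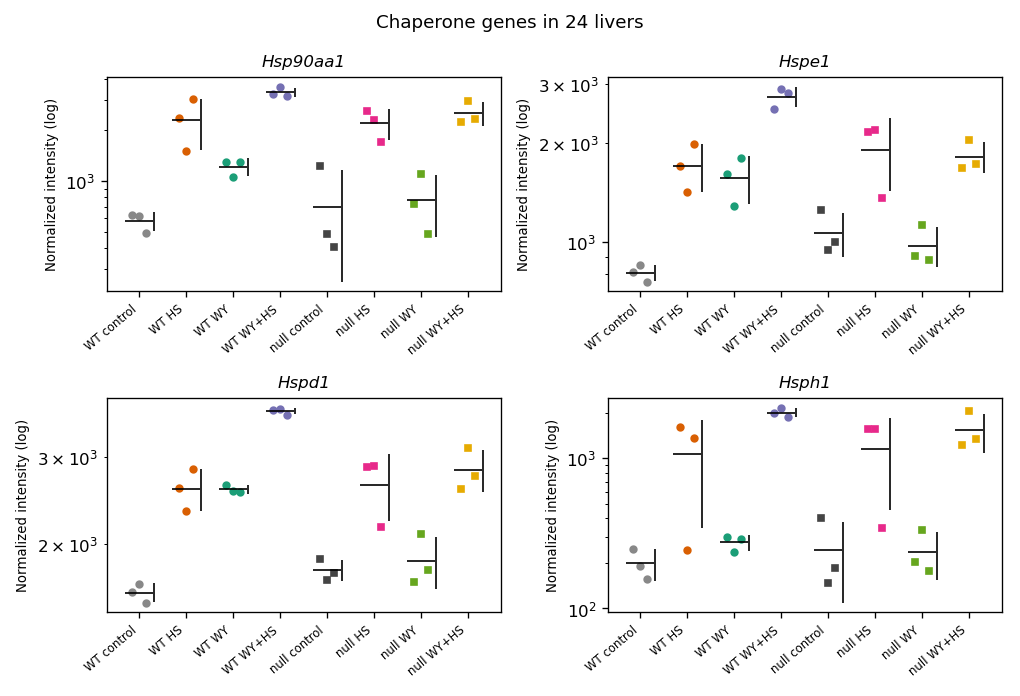
Intensities of Hsp90aa1, Hspe1, Hspd1 and Hsph1 in each of the 24 mice with group means and SD, n = 3 mice per group.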

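No probe set passed the test upward in wild-type and downward in PPARα-null livers after HS. *Sec61a1*, of the channel that carries new proteins into the endoplasmic reticulum, fell in null livers from 529 ± 81.5 to 313 ± 17.9 (SD, n = 3 mice per group, limma adjusted p = 0.00702). Its log2 change in wild-type livers was 0.33 (adjusted p = 0.866), and the difference passed (interaction log2 -1.07, SE 0.22, adjusted p = 0.0175). *Ppib*, a folding enzyme of the same compartment, fell in null livers from 622 ± 32.3 to 411 ± 36.1 (adjusted p = 3.35e-05, wild-type log2 0.20, adjusted p = 0.577, interaction adjusted p = 0.000153). *Iars*, which charges isoleucine tRNA, fell there from 129 ± 2.29 to 77.3 ± 9.93 (adjusted p = 0.000467, wild-type log2 0.26, adjusted p = 0.797, interaction adjusted p = 0.00247). *Psmc2*, a proteasome ATPase, differed between the strains (interaction log2 -0.87, adjusted p = 0.0147) without passing in either.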

Other genes exhibited up-regulation in wild-type mice but down-regulation in PPARα-null mice. There were 76 genes that exhibited altered expression only in wild-type mice, whereas 743 genes were altered only in PPARα-null mice. 

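Among the 5 probe sets changed by HS in wild-type livers, 2 (*Cacybp* and *Acsl4*) did not pass in PPARα-null livers, and among the 878 changed in null livers 875 did not pass in wild-type livers. The remaining 3, *Hspe1*, *Hspd1* and a probe set without a gene name, moved the same way in both strains, against 0.166 under independence (overlap in either direction: odds ratio 19.8, Fisher exact p = 0.00316). *Acsl4* read 208 ± 35.7 in null control and 336 ± 70.8 in null HS livers (SD, n = 3 mice per group, log2 0.68, limma adjusted p = 0.12). The difference between the strains did not pass (interaction log2 -0.84, SE 0.35, adjusted p = 0.289). Not passing in a strain is not a test of the strains against each other, which passed for fewer probe sets than changed in the null mice alone.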

For the most part, the HS genes unique to each strain lacked inclusion of Hsp family members.

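Among 35 cytosolic chaperone genes HS raised *Hsp90aa1* and *Hspa4* in PPARα-null livers. *Hspa4*, a partner of the Hsp70 chaperones, went from 318 ± 44.7 to 448 ± 19.0 (SD, n = 3 mice per group, log2 0.50, SE 0.11, limma adjusted p = 0.00855). In wild-type livers its change of 0.33 did not pass (adjusted p = 0.577, interaction adjusted p = 0.835). *Grpel1*, which recycles the mitochondrial Hsp70, fell in null livers from 168 ± 16.3 to 100.2 ± 21.2 (log2 -0.77, SE 0.20, adjusted p = 0.0264, interaction adjusted p = 0.0838). Neither *Cacybp* nor *Acsl4*, which passed in wild-type livers alone, encodes an Hsp. The cytosolic chaperone list did not differ between the strains (camera adjusted p = 0.364).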

**Figure 2:**
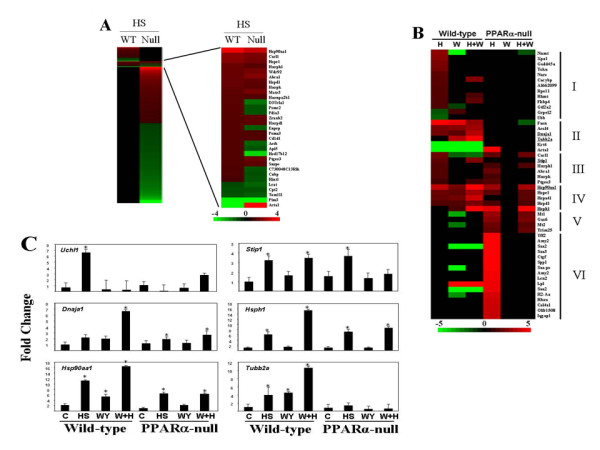
**Heat shock alters the expression of different sets of genes in wild-type and PPARα-null mice**. A. Direct comparison of HS genes in wild-type and PPARα-null mice. The relatively small number of genes which exhibited altered expression in both strains are shown in detail. B. Different classes of HS genes. The genes altered by HS were divided into six classes (I - VI) based on expression in wild-type and PPARα-null mice and comparison with WY. The genes whose expression was confirmed by TaqMan are underlined. Red, up-regulation; green, down-regulation; black, no change. The intensity scales indicates fold-change due to exposure relative to controls. C. Altered expression of genes assessed by TaqMan. There were four animals per treatment group, and each sample was analyzed in duplicate. Variability is expressed as standard error of the mean. Means and S.E. (*n *= 4) for RT-PCR data were calculated by Student's *t *test. The level of significance was set at *p *≤ 0.05.

The HS genes were categorized based on their expression behavior in the two strains after HS and WY exposure (Figure 2B). Genes in class I and II were altered by either HS alone (class I) or by HS and WY (class II) in a PPARα-dependent manner. 

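*Cacybp* and *Acsl4* rose in wild-type livers after HS and after WY and did not pass in PPARα-null livers, and they are the 2 members of class II by the test used here. Class I held 0 probe sets with limma at an adjusted p under 0.05, where 665 passed for HS in wild-type mice without adjustment (n = 3 mice per group). The methods' test over the 8 groups placed 8 probe sets in class I, *Cacybp* among them, and 4 in class II. For neither class II gene did the difference between the strains pass the test.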

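*Fkbp4*, a co-chaperone of Hsp90, read 480 ± 33.0 in wild-type control and 708 ± 74.3 in wild-type HS livers (SD, n = 3 mice per group, log2 0.56, SE 0.13, limma adjusted p = 0.328). In PPARα-null livers it read 545 ± 87.6 against 672 ± 19.1 (log2 0.31, adjusted p = 0.178). *Grpel2*, a nucleotide exchange factor of the mitochondrial Hsp70, read 159.6 ± 14.3 and 84.7 ± 21.5 in the same wild-type groups (log2 -0.94, adjusted p = 0.529) and had a log2 change of -0.45 in null livers (adjusted p = 0.458). Neither gene passed in either strain, nor did the differences between the strains for these probe sets (interaction log2 -0.25, adjusted p = 0.712 for *Fkbp4* and 0.49, adjusted p = 0.754 for *Grpel2*). A second probe set of *Fkbp4*, less bright, differed between the strains (interaction log2 -0.88, adjusted p = 0.0476) with a log2 change of 0.585 in wild-type (adjusted p = 0.447) and -0.295 in null livers (adjusted p = 0.316). The methods' test places *Fkbp4* in class I.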

The class I genes included FK506 binding protein 4 (*Fkbp4*) and GrpE-like 2, mitochondrial gene (*Grpel2*). Also included was ubiquitin carboxy-terminal hydrolase L1 (*Uchl1*) identified using less stringent microarray analysis cut-offs but confirmed by RT-PCR (Figure 2C). 

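*Uchl1*, a deubiquitinating enzyme of neurons, lay at the floor in 22 of the 24 mice and rose above it only in mouse 5 of the wild-type HS group (31.3) and in mouse 7 of the wild-type WY group (24.9). Its wild-type HS change did not pass (log2 0.33, SE 0.20, n = 3 mice per group, limma adjusted p = 0.986), nor did the difference between the strains (interaction log2 -0.33, adjusted p = 0.801).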

The class II genes included *Dnaja1 (Hsp40) *and a tubulin family member (*Tubb2a*). 

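*Dnaja1*, an Hsp40 co-chaperone that delivers clients to Hsp70, read 433 ± 68.0 in wild-type control and 721 ± 237 in wild-type HS livers (SD, n = 3 mice per group, log2 0.69, limma adjusted p = 0.866). Its change with WY was 0.57 (adjusted p = 0.355), and it rose with WY+HS (1.85, adjusted p = 0.000667). *Tubb2a*, a β-tubulin, rose with WY by 2.19 (SE 0.56, adjusted p = 0.0163) and with WY+HS by 3.42 (adjusted p = 0.000446), and its HS change of 1.59 did not pass (adjusted p = 0.666). In the wild-type HS group *Tubb2a* read 851 in mouse 5 against 179 and 131 in mice 4 and 6. The differences between the strains after HS did not pass (interaction log2 -0.36, adjusted p = 1 for *Dnaja1* and -1.03, adjusted p = 0.74 for *Tubb2a*).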

RT-PCR revealed concordance with array expression for *Tubb2a*; *Dnaja1 *exhibited weak induction by HS in PPARα-null mice. Genes in class III were altered only by HS and were partially, if not completely independent of PPARα, including stress-inducible phosphoprotein-1 (*Stip1*) in which increases in expression after HS in PPARα-null mice were detected by RT-PCR. 

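*Stip1*, which hands clients from Hsp70 to Hsp90, read 199 ± 18.4 in wild-type control and 428 ± 62.3 in wild-type HS livers (SD, n = 3 mice per group, log2 1.10, SE 0.23, limma adjusted p = 0.208). Its change in PPARα-null livers was 0.08 (adjusted p = 1, interaction log2 -1.02, SE 0.33, adjusted p = 0.141). *Stip1* rose with WY+HS in wild-type livers (1.60, adjusted p = 0.000132) and was higher after WY+HS than after HS in null livers (0.97, adjusted p = 0.0115). Class III held 0 probe sets with limma and 2 with the methods' test, which placed *Hsp90aa1* there.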

Genes in class IV were induced by HS independent of PPARα and also exhibited PPARα-dependent WY induction. These genes included a number of chaperones *Hsp90aa1*, *Hspe1*, *Hspa4l*, *Hspd1 *and *Hsph1*. 

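*Hspe1*, *Hspd1* and a probe set without a gene name are the 3 members of class IV here, changed by HS in both strains and by WY in wild-type livers. The unnamed probe set fell with HS and rose with WY, so it is not induced by HS as the paper's class IV requires. *Hspa4l*, a relative of the Hsp110 chaperones, had log2 changes of 0.27 after HS (SE 0.25, n = 3 mice per group, limma adjusted p = 1) and 0.52 after WY (adjusted p = 0.269) in wild-type livers. Its HS change in null livers was -0.27 (adjusted p = 0.783), and WY+HS raised it in wild-type livers by 1.55 (adjusted p = 0.000418). *Hsph1* had a log2 change of 2.08 after HS in null livers without passing (adjusted p = 0.0593), with 1572 and 1563 in mice 16 and 17 and 342 in mouse 18. In wild-type livers WY changed *Hsph1* by 0.48 (adjusted p = 0.981) and WY+HS raised it by 3.36 (adjusted p = 0.00169). *Hsp90aa1* did not pass with WY in wild-type livers (1.07, adjusted p = 0.0706).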

The expression pattern of *Hsp90aa1 *and *Hsph1 *was confirmed by RT-PCR. 

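*Mt1*, which binds zinc and copper, rose after HS in PPARα-null livers from 2057 ± 285 to 5972 ± 1370.0 (SD, n = 3 mice per group, log2 1.52, SE 0.41, limma adjusted p = 0.0319). *Mt2*, its neighbour with the same task, went from 2464 ± 338 to 5163 ± 1220.0 without passing (log2 1.05, SE 0.36, adjusted p = 0.104). In wild-type livers HS changed neither (log2 0.31 and -0.09, adjusted p = 1 for both). The strains did not differ past the threshold (interaction log2 1.21, adjusted p = 0.4 for *Mt1* and 1.14, adjusted p = 0.357 for *Mt2*). WY lowered both in wild-type livers (log2 -1.73, adjusted p = 0.00981 for *Mt1* and -1.49, adjusted p = 0.0121 for *Mt2*). To separate class V from class VI, a change after WY+HS in null livers was also required here, which the paper's wording does not state. Class V then held 1 probe set, *Stk40*. *Mt1* passed after HS and not after WY in null livers, so it falls under the paper's wording of class V. It is in class VI here because it did not pass after WY+HS in null livers (1.14, adjusted p = 0.788).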

Class V genes were those that exhibited altered expression only in PPARα-null mice after HS but not WY and included two metallothionein genes (*Mt1, Mt2*). 

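Class VI held 874 probe sets that changed with HS in PPARα-null livers, 392 upward and 482 downward, and passed neither with WY+HS there nor with HS in wild-type livers. Of these, 732 (83.8%) also passed in the direct comparison of WY+HS against HS, all in the opposite direction, and 213 passed the test of the WY by HS interaction (limma, n = 3 mice per group). *Pdia6*, which forms disulfide bonds in the endoplasmic reticulum, fell with HS (log2 -1.82, adjusted p = 0.00058) and was higher by 2.25 after WY+HS than after HS. *S100a8*, a neutrophil protein, rose with HS (1.71, adjusted p = 0.00162) and was lower after WY+HS (-2.10). The HS-treated null mice enter both comparisons, so a difference of these 3 mice appears in each.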

Class VI genes were those that exhibited altered regulation after HS in PPARα-null mice but not after HS+WY indicating suppression of HS transcriptional effects by WY. These genes included the up-regulation of serum amyloid protein family members (*Saa2, Saa3*) and down-regulation of a large number of mitochondrial genes (described below). 

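*Saa3*, an inducible acute phase protein, rose after HS in PPARα-null livers from 155 ± 85.3 to 1126 ± 690.0 (SD, n = 3 mice per group, 6.88-fold, SE 0.77 on the log2 scale, limma adjusted p = 0.0359). It did not pass after WY+HS (log2 1.36, adjusted p = 1). In wild-type livers HS changed it by log2 2.38 (adjusted p = 0.577), and the strains did not differ (interaction 0.40, adjusted p = 1). *Saa2*, a serum amyloid of the same family, went from 456 ± 170.0 to 4036 ± 2450.0 without passing (log2 2.94, SE 1.16, adjusted p = 0.16). Both were lower in mouse 18 (329 and 1224) than in mice 16 and 17 (1549 and 1499 for *Saa3*, 5709 and 5176 for *Saa2*). Of 36 acute phase genes 6 rose with HS in null livers, or 9 with 2 falls when adjusted over the list alone (camera adjusted p = 4e-05, adjusted p = 0.203 with an estimated correlation), and in wild-type livers the list also lay higher (26 of 36 positive, adjusted p = 0.00313, adjusted p = 0.39 with an estimated correlation).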

Overall, the data is consistent with a subset of 1) HS-regulated genes (Class I and II) that are dependent on PPARα for altered expression, 2) HS-regulated genes (Class III and IV) that are independent of PPARα and 3) genes responsive to HS only in the absence of PPARα (class V and VI).

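Probe sets changed by HS in wild-type livers and not in PPARα-null livers numbered 2 here (class II), and those changed in both strains 3 (class IV). Those changed by HS in null livers alone numbered 875 (classes V and VI), each by limma with n = 3 mice per group. The methods' test over the 8 groups placed 3 probe sets in class IV, 3 in class V and 407 in class VI. Among the chaperone genes *Hspd1* and *Hspe1* are in class IV, *Cacybp* in class II and *Hsp90aa1* in class VI. *Hsp90aa1* is there because its wild-type change missed the threshold. So did its change after WY+HS in null livers (log2 2, limma adjusted p = 0.0705), which was no smaller than that after HS (1.80). Classes II and IV rest on 5 wild-type calls, 0 of which passed at a common median or without HS mouse 4. The classes rest on passing or not passing in each strain: of the 874 class VI probe sets 186 passed the test of the strains against each other.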

### Heat shock activates different biological responses in wild-type and PPARα-null mice

We identified sets of genes that exhibited altered regulation in the two strains using Gene Set Enrichment Analysis (GSEA). GSEA is an analysis method that evaluates the expression of biological pathways on defined gene sets, as an alternative to examining individual genes, to assist in identifying significant biological changes in microarray data sets [23]. Consistent with HS effects on proteome maintenance genes, HS in wild-type mice increased the expression of genes involved in protein synthesis (HSA03010_RIBOSOME, RIBOSOMAL_PROTEINS, TRNA_SYNTHETASES) and degradation (HSA03050_PROTEASOME, PROTEASOME_DEGRADATION, PROTEASOMEPATHWAY, PROTEASOME) (Additional File 3). 

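Aminoacyl-tRNA synthetase genes lay above the other genes after HS in wild-type livers, with 17 of 21 positive and a median log2 change of 0.36 (camera adjusted p = 4.8e-07, adjusted p = 0.122 with an estimated correlation). Proteasome genes had 31 of 37 positive (median 0.11, adjusted p = 5.97e-06, adjusted p = 0.128 with an estimated correlation). Ribosomal protein genes had 25 of 32 positive (median 0.08, adjusted p = 0.00313, adjusted p = 0.275 with an estimated correlation). No member of the 3 lists passed by itself, and adjusted over each list alone 3, 2 and 0 did. *Nars*, which charges asparagine tRNA, had the largest synthetase change (log2 0.83, SE 0.27, n = 3 mice per group, limma adjusted p = 0.577), and *Psmd12*, a proteasome lid subunit, changed by 0.69 (adjusted p = 0.866). Without mouse 5 the ribosomal list no longer passed (adjusted p = 0.677). In PPARα-null livers none of the 3 lists passed, and each differed between the strains (interaction adjusted p = 0.00139, 0.000783 and 0.0246, and 0.23, 0.217 and 0.317 with an estimated correlation).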

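Gluconeogenesis and fasting genes lay below the other genes after HS in wild-type livers, with 12 of 16 negative and none passing (median log2 -0.11, camera adjusted p = 0.00313, adjusted p = 0.255 with an estimated correlation). *Igfbp1*, which binds insulin-like growth factors in fasting, had the largest change there (log2 -1.86, n = 3 mice per group, limma adjusted p = 0.645). *G6pc*, which releases glucose from the liver, changed by -1.03 (adjusted p = 0.849). Bile acid genes had 9 of 12 negative (camera adjusted p = 0.0438, adjusted p = 0.39 with an estimated correlation). The gene sets of the paper were not used here.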

There were no gene sets that exhibited significant overlap with the down-regulated HS wild-type genes.

HS in PPARα-null mice altered the expression of genes in a different set of biological categories (Additional File 4) including the up-regulation of genes associated with mouse liver tumors (LEE_DENA_UP, LEE_MYC_E2F1_UP, LEE_E2F1_UP, LEE_MYC_TGFA_UP, LEE_ACOX1_UP, LEE_CIP_UP, LEE_MYC_TGFA_DN), muscle contraction (STRIATED_MUSCLE_CONTRACTION) and the aging kidney (AGEING_KIDNEY_UP).

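Skeletal muscle genes lay above the other genes after HS in PPARα-null livers (median log2 0.18, camera adjusted p = 0.00185, adjusted p = 0.184 with an estimated correlation). Of 35 such genes 5 rose and none fell, or 8 rose when adjusted over the list alone. *Myh1*, a fast muscle myosin, read 255 and 165 in mice 16 and 17 and stayed at the floor in mouse 18 (at least 5.53-fold, SE 0.68 on the log2 scale, n = 3 mice per group, limma adjusted p = 0.0347). *Cox6a2*, the muscle form of a cytochrome oxidase subunit, read 71.1, 62.8 and the floor (adjusted p = 0.021). *Myh1* lay at the floor in most other mice, so its p-value can be too small for the spread among mice 16 to 18. The list also differed between the strains (interaction adjusted p = 0.000331, 0.144 with an estimated correlation), where wild-type control mouse 1 carried muscle transcripts too (*Myh1* 50.5, *Acta1* 662). Tumour and ageing kidney gene sets were not analysed here.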

There were a large number of genes down-regulated by HS in PPARα-null mice associated with mitochondrial biogenesis and function regulated by the PPARγ Co-activator 1 (PGC-1) family which includes PGC-1α, PGC-1β and PRC (MOOTHA_VOXPHOS, PGC, HUMAN_MITODB_6_2002, MITOCHONDRIA) (Additional File 5). 

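Oxidative phosphorylation genes lay slightly below the other genes after HS in PPARα-null livers (median log2 -0.09, camera adjusted p = 0.00821, adjusted p = 0.309 with an estimated correlation). Of 72 genes 14 fell and 3 rose, or 18 and 7 when adjusted over the list alone. *Ndufb8*, a complex I subunit, fell from 712 ± 114 to 403 ± 20.2 (SD, n = 3 mice per group, log2 -0.81, SE 0.11, limma adjusted p = 0.000383). *Slc25a4*, the ADP/ATP carrier of heart and muscle, rose (2.13, adjusted p = 0.0297), with 124, 125 and 26.2 in mice 16, 17 and 18. Of 17 TCA cycle genes 3 fell, or 6 over the list alone (median -0.17, camera adjusted p = 0.00201, adjusted p = 0.0502 with an estimated correlation). *Idh3g*, a subunit of isocitrate dehydrogenase, went from 168.5 ± 30.3 to 86.8 ± 25.7 (adjusted p = 0.00102). Without mouse 18 the oxidative phosphorylation list no longer passed (adjusted p = 0.315). That leaves mice 16 and 17, whose skeletal muscle genes averaged 0.69 and 0.63 (log2) against -0.06 in mouse 18. Whether muscle transcripts raised oxidative phosphorylation genes in mice 16 and 17 was not tested. Regulation by PGC-1 proteins was not tested here.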

There was also down-regulation of genes involved in mouse and human liver tumors (LEE_MYC_E2F1_DN, LEE_DENA_DN, LEE_MYC_TGFA_DN, LEE_CIP_DN, HCC_SURVIVAL_GOOD_VS_POOR_UP) and down-regulation of genes associated with amino acid and fatty acid metabolism (VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION, HSA00280_VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION, HSA00380_TRYPTOPHAN_METABOLISM, HSA00071_FATTY_ACID_METABOLISM). 

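Branched-chain amino acid degradation genes lay below the other genes after HS in PPARα-null livers (median log2 -0.25, camera adjusted p = 0.00104, adjusted p = 0.0502 with an estimated correlation). Of 15 genes 4 fell and none rose, or 5 fell when adjusted over the list alone. *Hsd17b10*, which oxidises isoleucine intermediates, went from 373 ± 61.5 to 190.5 ± 27.1 (SD, n = 3 mice per group, log2 -0.96, SE 0.13, limma adjusted p = 0.00023). *Hibadh*, of valine breakdown, fell too (-0.53, adjusted p = 0.000131). Of 28 genes for tryptophan and other amino acids 5 fell and 1 rose (adjusted p = 0.00264, adjusted p = 0.103 with an estimated correlation, 0.13 without mouse 18). Among them was *Gcsh*, of glycine cleavage (-0.70, adjusted p = 6.15e-05). Mitochondrial fatty acid oxidation genes had 3 falls of 19 (adjusted p = 0.024, adjusted p = 0.103 with an estimated correlation, 0.144 without null control mouse 15). Among those was *Etfdh*, which passes electrons to the respiratory chain (-0.75, adjusted p = 0.00661). Hepatocyte genes lay lower and lymphocyte genes higher in the same mice, and a change in the share of cell types was not tested. Tumour gene sets were not analysed here.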

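Peroxisomal fatty acid oxidation genes lay below the other genes after HS in PPARα-null livers (median log2 -0.26, camera adjusted p = 0.000698, adjusted p = 0.0502 with an estimated correlation). Of 25 genes 5 fell and 2 rose, or 11 and 2 when adjusted over the list alone. *Ech1*, an isomerase of β-oxidation, fell from 274 ± 46.8 to 172 ± 60.9 (SD, n = 3 mice per group, log2 -0.71, SE 0.16, limma adjusted p = 0.0132). WY raised it in wild-type livers by 2.23 (adjusted p = 8.27e-08). *Acot1*, which splits acyl-CoA, fell as well (-0.90, adjusted p = 0.00406), while *Acaa1a*, a peroxisomal thiolase, rose (0.57, adjusted p = 0.00826). A change in the share of cell types, which could lower hepatocyte genes of this kind, was not tested. With WY in wild-type livers 17 of the 25 genes rose and 1 fell (camera adjusted p = 1.56e-16).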

The fatty acid metabolism genes included those that are regulated by PPARα upon exposure to PPC (discussed below).

GSEA was also used to identify candidate transcription factors responsible for altered regulation of the HS genes. A number of stress-inducible transcription factors are likely involved in the altered expression of HS genes in wild-type mice. Consistent with well-characterized mechanisms of HS gene regulation, GSEA twice identified HSF1 as a candidate transcription factor of the HS genes (Additional File 6). Two sets of genes positively regulated by HS overlapped with those regulated by X-box binding protein (XBP1). 

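Genes of the endoplasmic reticulum chaperones and the unfolded protein response, among them targets of XBP1, lay above the other genes after HS in wild-type livers (median log2 0.32, camera adjusted p = 9.4e-06, adjusted p = 0.132 with an estimated correlation). Of 30 genes 23 were positive and none passed by itself. The list was highest in mouse 5, at a mean of 0.40 (log2) against 0.07 and -0.03 in mice 4 and 6 and -0.16 to 0.05 in the controls. *Manf*, a secreted stress factor of that compartment, changed by 0.68 and *Herpud1*, which aids degradation of misfolded proteins, by -0.83 (n = 3 mice per group, limma), neither passing. In PPARα-null livers 7 of the 30 fell and 1 rose, or 9 and 1 over the list alone (adjusted p = 0.00403, adjusted p = 0.27 with an estimated correlation). *Xbp1* itself fell there from 466 ± 171 to 240 ± 63.2 (SD, log2 -0.92, SE 0.25, adjusted p = 0.0335). The list differed between the strains (median interaction -0.60, adjusted p = 1e-05, adjusted p = 0.102 with an estimated correlation).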

XBP1 is a key component of the endoplasmic reticulum (ER) stress response [29]. Accumulation of unfolded proteins in the ER activates the unfolded protein response (UPR), resulting in transcriptional induction of ER chaperones and proteases in part through activation of XBP1. 

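None of the 13 XBP1 motif genes named in the paper passed the test after HS in wild-type livers (limma, n = 3 mice per group), and 9 had positive and 3 negative log2 changes. The largest positive changes were in *Morf4l2*, a chromatin protein (0.52, adjusted p = 0.666), *Srsf2*, a splicing factor (0.44, adjusted p = 0.748), and *Uso1*, a vesicle tether (0.39, adjusted p = 1). *Stat3*, of cytokine signalling, changed by 0.03 and *Hoxc4*, a homeobox factor, by -0.04. *Col1a2*, a collagen chain, changed by -0.20 and *Polg*, the mitochondrial DNA polymerase, by -0.01, *Zfhx3*, a transcription factor, by 0.22, and *Gria3*, a glutamate receptor, lay at the floor. Camera placed the list above the other genes (adjusted p = 0.012, adjusted p = 0.132 with an estimated correlation), with a mean of 0.39 in mouse 5 against 0.07 and 0.11 in mice 4 and 6, and as the study chose these genes on the same mice they are not independent evidence.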

A number of genes associated with XBP1 were either up- (HOXC4, STAT3, PAK1IP1, SGK, VDP, SEC61A1, SFRS2, UBQLN1, MORF4L2) or down-regulated (COL1A2, ATBF1, POLG, GRIA3) in wild-type mice. HS genes linked to up-regulation of nuclear respiratory factor 1 (NRF1) were also identified (data not shown). NRF1 is activated by increased levels of heme and regulates a large number of genes involved in mitochondrial biogenesis and oxidative stress that overlap with those regulated by PGC-1α or PGC-1β[30,31].

In contrast, the genes regulated by HS in PPARα-null mice overlapped with serum response factor (SRF) (one set significantly and three approaching significance) (Additional File 7). 

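Smooth muscle and cytoskeleton genes, a list of SRF targets, lay above the other genes after HS in PPARα-null livers (median log2 0.26, camera adjusted p = 2e-06, adjusted p = 0.0502 with an estimated correlation). Of 41 genes 8 rose and none fell, or 9 over the list alone. *Anxa2*, which binds membranes and actin, rose from 72.8 ± 22.9 to 164 ± 16.5 (SD, n = 3 mice per group, log2 1.21, SE 0.28, limma adjusted p = 0.0139). *Fhl2*, a partner of SRF, rose by 1.57 (adjusted p = 0.0411). In wild-type livers none of the 41 passed (camera adjusted p = 0.787), and the strains differed (interaction adjusted p = 4.3e-05, adjusted p = 0.0895 with an estimated correlation). In the HS-treated null mice stellate cell and matrix genes averaged 0.34, 0.32 and 0.56 (log2), against -0.05 to 0.19 in null controls. Endothelial genes averaged 0.10, 0.14 and 0.25 against -0.15 to 0.01. A change in the share of cell types was not tested. Binding of SRF was not measured in these mice.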

SRF is a ubiquitously expressed transcription factor that plays a role in regulating early response genes to various stimuli including healing after tissue injury [32]. SRF plays a prominent role in regulating the expression of heart muscle genes [33] and may explain increases in muscle contraction genes (ACTA1, ACTA2, DES, MYL1, MYL2, MYL3, MYL9, MYOM1, TNNC2, TNNT1, TNNT3, TPM2, TPM4) after HS. 

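Of the 13 SRF and muscle genes named in the paper 1 rose after HS in PPARα-null livers, or 6 when adjusted over the list alone. The log2 changes were positive for 11 and negative for none (median log2 0.74, camera adjusted p = 0.000698, adjusted p = 0.103 with an estimated correlation). *Des*, the intermediate filament of muscle, went from 40.4 ± 5.41 to 67.1 ± 6.26 (SD, n = 3 mice per group, SE 0.21 on the log2 scale, limma adjusted p = 0.041). *Acta1*, skeletal muscle actin, read 592 and 478 in mice 16 and 17 and lay at the floor in mouse 18 and in the null controls. Its log2 change of 3.39 (SE 1.23, limma adjusted p = 0.121) is limited by those floored values. *Myl1* (1.76, adjusted p = 0.129) and *Tnnt3* (1.55, adjusted p = 0.0919), of the fast muscle filaments, did not pass, and *Myl3* and *Myom1* were at the floor throughout. The list differed between the strains (interaction adjusted p = 0.000143, adjusted p = 0.0895 with an estimated correlation), though no single gene did, and the study chose these genes on the same mice. In wild-type control mouse 1 the skeletal muscle list averaged 0.53, near the 0.69 and 0.63 of null mice 16 and 17 and unlike the -0.06 of mouse 18.

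**Figure D3:**
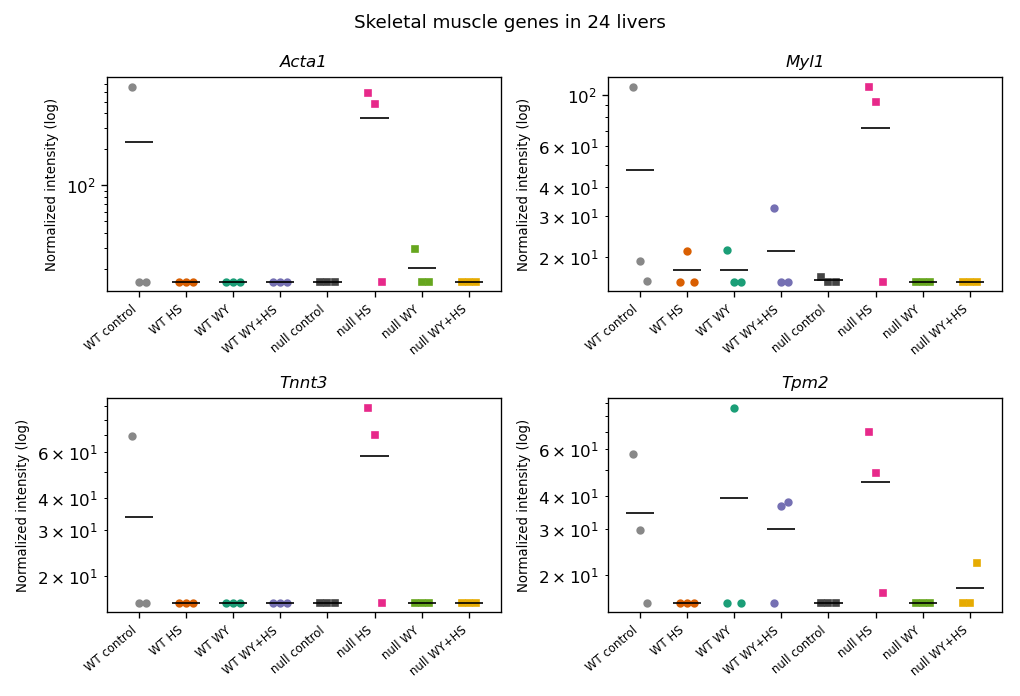
Intensities of Acta1, Myl1, Tnnt3 and Tpm2 in each of the 24 mice, 8 groups of 3.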

Two gene sets that approached significance were regulated by HSF1. In summary, these results indicate that the PPARα genotype has a dramatic effect on the biological pathways that are affected by HS.

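After HS the strains differed in TCA cycle and branched-chain amino acid genes, which were lower in PPARα-null livers, and did not differ in cytosolic or mitochondrial chaperone genes. The TCA cycle list had 16 of 17 negative interactions, 3 of them passing (median log2 -0.23, camera adjusted p = 4.3e-05 and 0.0155 with an estimated correlation, n = 3 mice per group). The branched-chain amino acid list had 12 of 15, 2 of them passing (median -0.42, adjusted p = 0.000328 and 0.0228 with an estimated correlation). Cytosolic and mitochondrial chaperone lists did not differ (adjusted p = 0.364 and 0.302). The paper states that HS in wild-type mice raised protein synthesis, proteasome and XBP1 gene sets, and that HS in PPARα-null mice raised muscle and SRF sets and lowered mitochondrial and fatty acid sets. In its summary it states a strong effect of the genotype on the pathways HS affects. In the test between the strains only these 2 lists passed with an estimated correlation. After HS hepatocyte genes averaged -0.28, -0.35 and -0.19 (log2) in null mice and 0.03, -0.15 and 0.11 in wild-type mice. Lymphocyte genes averaged 0.35, 0.45 and 0.43 against -0.17, -0.15 and -0.10. A change in the share of cell types was not tested.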

### PPARα-independent changes in triglyceride levels and fatty acid oxidation protein expression by heat shock

We examined the levels of a number of clinical chemistry markers including triglycerides in the blood from mice 4 or 24 hrs after HS. 

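*Alpl*, a phosphatase of liver, bone and kidney, rose with WY in wild-type livers from 32.8 ± 5.50 to 86.7 ± 10.2 (SD, n = 3 mice per group, log2 1.41, SE 0.28, limma adjusted p = 0.00237). With WY+HS it read 51.9 ± 7.56 and did not pass (0.66, adjusted p = 0.168), and in PPARα-null livers WY changed it by 0.08 (adjusted p = 1). Whether the WY response differs between the strains was not tested.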

The levels of alkaline phosphatase were increased in all WY-treated wild-type mice but not PPARα-null mice (Figure 3A), paralleling the increases in gene expression for alkaline phosphatase, liver/bone/kidney (*Alpl*) after exposure to WY and other PPC (data not shown). Consistent with PPARα agonists playing a role in glucose homeostasis [34,35], glucose levels were lower in wild-type but not PPARα-null WY-treated mice at 4 and 24 hrs. HS also lowered glucose levels in wild-type but not PPARα-null mice at 24 hrs. HS did not induce overt liver damage as measured by ALT levels; minor increases were observed by HS+WY treatment in wild-type but not PPARα-null mice at 4 and 24 hrs that approached significance (data not shown). These results were consistent with a lack of pathological findings in the liver. In wild-type mice triglyceride levels were increased by HS and decreased by WY at 4 hrs with no change by both treatments. At 24 hrs, triglyceride levels were decreased by HS, WY or HS+WY in wild-type mice and by HS or HS+WY in PPARα-null mice. Despite uniform increases in cholesterol biosynthetic genes after WY exposure that were reversed by WY+HS treatment (Additional File 8 and 9), no changes in circulating cholesterol were noted between control and treated groups for each strain (data not shown).

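Of 17 cholesterol synthesis genes 8 rose with WY in wild-type livers and none fell, or 12 rose over the list alone (median log2 1.41, camera adjusted p = 2.79e-06, adjusted p = 0.129 with an estimated correlation). *Hmgcs1*, which makes the precursor HMG-CoA, went from 88.7 ± 14.1 to 566.5 ± 54.1 (SD, n = 3 mice per group, log2 2.68, SE 0.34, limma adjusted p = 3.85e-05). *Cyp51*, which demethylates lanosterol, rose by 2.27 (adjusted p = 0.0112). After HS alone the list lay above the other genes, with 13 positive, 3 negative and none passing. Its median was 0.52 (camera adjusted p = 0.00313, adjusted p = 0.39 with an estimated correlation). The list mean was 0.16, 1.12 and 0.57 in HS mice 4, 5 and 6, against 0.04 to 0.40 in the controls. After WY+HS 1 of the 17 was above control (median 0.63, adjusted p = 0.0253, adjusted p = 0.454 with an estimated correlation). Against WY alone the list was lower with WY+HS, with 15 of 17 negative and none passing (median -0.72, adjusted p = 4.02e-05, adjusted p = 0.295 with an estimated correlation). Its mean was 0.80, 1.44 and 0.09 in mice 10, 11 and 12 against 1.33 to 1.53 with WY. Without mouse 12 that difference did not pass (adjusted p = 0.19).

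**Figure D4:**
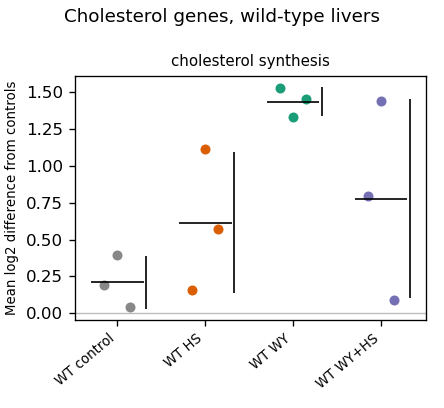
Mean log2 deviation of the cholesterol synthesis genes in each wild-type mouse, 4 groups of 3.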

**Figure 3:**
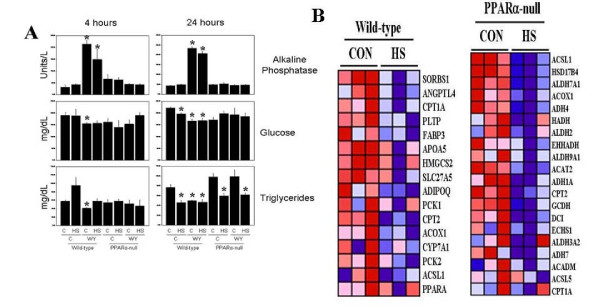
**PPARα-independent changes in triglyceride levels and fatty acid metabolism genes by heat shock**. A. Serum levels of alkaline phosphatase, glucose and triglycerides 4 and 24 hrs after HS. B. Decreases in fatty acid metabolism genes by HS in wild-type and PPARα-null mice. Genes called as significantly altered between control and HS groups were extracted from GSEA gene sets HSA03320_PPAR_SIGNALING_PATHWAY (wild-type mice) and HSA00071_FATTY_ACID_METABOLISM (PPARα-null mice).

Triglyceride levels are controlled in part by enzymes involved in fatty acid oxidation. Expression of fatty acid metabolism genes/proteins and triglyceride levels are reciprocally related. HS decreased the transcript levels of a number of genes involved in fatty acid transport and metabolism in both mouse strains including the *Acox1 *gene (Figure 3B). 

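No fatty acid transport or oxidation gene fell past the threshold after HS in wild-type livers. Of the peroxisomal list 15 of 25 were negative (median log2 -0.09, camera adjusted p = 0.00448, adjusted p = 0.128 with an estimated correlation). *Cyp4a12b*, a fatty acid hydroxylase, changed by -1.27 (n = 3 mice per group, limma adjusted p = 0.866) and *Angptl4*, which inhibits lipoprotein lipase, by -0.90 (adjusted p = 0.828). *Cpt1a*, which admits fatty acids to mitochondria, changed by -0.68 (SE 0.21, adjusted p = 0.551, -0.09 in null livers, interaction adjusted p = 0.45). In PPARα-null livers *Hsd17b4*, a peroxisomal β-oxidation enzyme, fell (-0.67, adjusted p = 0.000294), as did *Apob*, of very low density lipoprotein (-2.01, adjusted p = 0.00992), while *Lpl* rose at least 5.86-fold (adjusted p = 0.00869). The peroxisomal list did not differ between the strains (interaction adjusted p = 0.1), and of 27 lipid transport genes 2 rose and 2 fell in null livers.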

In wild-type mice we observed the expected increases in enzymes involved in fatty acid oxidation including Aco and Cyp4a after exposure to WY in wild-type but not PPARα-null mice 24 hrs after HS in liver (Figure 4A, B) and kidney (Figure 4C). HS had complex effects on expression of Aco and Cyp4a. In the liver HS decreased the expression of ACO-B protein in wild-type mice at 24 hrs. In the kidney but not the liver, ACO-B protein was increased by HS in PPARα-null mice. In the liver but not the kidney, Cyp4a protein was induced by HS only in PPARα-null mice. HS-inducible gene expression of *Cyp4a10/14 *genes was not observed by microarray indicating post-transcriptional regulation of expression.

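*Cyp4a10* and *Cyp4a14*, which hydroxylate fatty acids, did not pass after HS in wild-type livers (log2 0.39 and 0.50, n = 3 mice per group, limma adjusted p = 1 for both). *Cyp4a10* read 621 ± 495 against 395 ± 68.7 in control and *Cyp4a14* 779.9 ± 916 against 356 ± 105 (SD). Mouse 5 read 1837 for *Cyp4a14* against 229 and 273 in mice 4 and 6. WY raised *Cyp4a10* by 3.36 (adjusted p = 0.00225) and *Cyp4a14* by 3.93 (adjusted p = 0.0011). In PPARα-null livers HS changed *Cyp4a14* by 0.57 (adjusted p = 0.948), and the differences between the strains did not pass (interaction adjusted p = 1 for both).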

**Figure 4:**
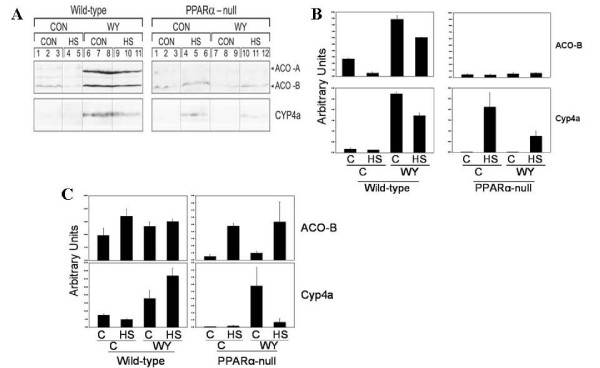
**Expression of Acox1 and Cyp4a proteins after WY and heat shock in livers and kidneys**. A. Expression of ACO and Cyp4a in livers of wild-type or PPARα-null mice on control or WY diet, 24 hrs after HS or mock HS. Expression was assessed by Western blot using primary antibodies against the indicated proteins. B. Quantitation of the western blots in C. C. Altered protein expression in the kidneys of wild-type or PPARα-null mice on control or WY diet, 24 hrs after HS or mock HS. Expression was assessed by Western blot using primary antibodies against the indicated proteins.

These findings indicate that HS elicits complex changes in fatty acid metabolism gene and protein expression leading to alterations in triglyceride levels, some of which are independent of PPARα. The increases in triglyceride levels in wild-type mice by HS at 4 hrs may be attributed in part to decreases in fatty acid oxidation genes; the decreases in triglyceride levels in PPARα-null mice are correlated with increases in Cyp4a and ACO-B in the liver or kidney. The decreases in triglyceride levels in wild-type mice 24 hrs after HS cannot be explained by the decreases in ACO and Cyp4a in liver and kidney. Thus, additional mechanisms that control triglyceride levels are likely at play including effects on mitochondrial fatty acid oxidation and require further study. In summary, 24 hrs after HS the decreases in triglyceride levels were PPARα-independent whereas decreases in glucose levels were PPARα-dependent.

### Chaperone protein expression after heat shock and WY treatment

We examined protein expression of Hsp family members in livers and kidneys of the mice 24 hrs after HS. Given the transcriptional increases in chaperonin-containing T-complex 1 (Tcp-1) family members *Cct3, Cct4, Cct7 *and *Cct8 *after exposure to WY in wild-type mice (Additional File 2), we also examined the expression of Tcp1η protein. 

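*Cct3*, a subunit of the ring that folds actin and tubulin, rose with WY in wild-type livers from 122 ± 20.8 to 222 ± 12.2 (SD, n = 3 mice per group, log2 0.88, SE 0.15, limma adjusted p = 0.000864). The other 3 named subunits did not pass: *Cct4* at 0.35 (adjusted p = 0.173), *Cct7* at 0.42 (adjusted p = 0.131) and *Cct8* at 0.21 (adjusted p = 0.207). Of 12 genes of the ring 3 rose, or 4 with 1 fall over the list alone, among them *Cct5* (0.45, adjusted p = 0.032) and *Cct6a* (0.60, adjusted p = 0.0488). The list lay above the other genes (camera adjusted p = 0.0282, adjusted p = 0.107 with an estimated correlation).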

Western blots consistently detected two bands of ~60 kDa (full-length Tcp1η) and an immunoreactive fragment of ~40 kDa (Tcp1η(40)). Increases in Tcp1η(40), Hsp25, Hsp70, Hsp86, Hsp110 but not Hsp65 were observed in wild-type mice after HS; the increases in all of the proteins were PPARα-independent, as increases were also observed in HS-treated PPARα-null mice (Figure 5A, B, C). In contrast, TCP1η exhibited decreased expression after HS in wild-type and PPARα-null mice. WY exposure led to increased expression in Tcp1η, Hsp70, Hsp86, and Hsp110 in wild-type mice that was partially or completely eliminated in PPARα-null mice. The increases in protein expression after HS and WY were generally consistent with the microarray and RT-PCR data for *Hspa1a *and *Hspa1b *(Hsp70), *Hsp90aa1 *(Hsp86/90), *Hsph1 *(Hsp105/110) and *Cct7 *(TCP1η). 

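*Hspa1a*, an inducible cytosolic Hsp70, lay at the floor in wild-type livers except after WY+HS, where it reached 2169 ± 807 (SD, n = 3 mice, log2 7.04, SE 0.74, limma adjusted p = 4.52e-06, at least 132-fold). *Hspa1b*, its twin gene, read 27.1 ± 3.94 in control, 56.9 ± 19.6 after HS (log2 1.03, adjusted p = 1) and 144 ± 19.9 after WY (2.41, adjusted p = 0.0822). After WY+HS it reached 2982 ± 842 (108-fold, adjusted p = 2.89e-05). In PPARα-null livers HS did not pass for *Hspa1a* (1.48, adjusted p = 0.3) or *Hspa1b* (1.41, adjusted p = 0.43). WY+HS raised *Hsp90aa1* in wild-type livers by 2.53 (adjusted p = 0.000112) and *Cct7* by 0.68 (adjusted p = 0.0113), and HS changed *Cct7* by 0.39 (adjusted p = 0.797). Protein was not analysed here.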

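*Hspb1*, the small heat shock protein Hsp25, lay at the floor in all 24 mice, so no change of its transcript could be measured.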

No transcriptional changes by microarray were detected for *Hspb1 *(Hsp25), but RT-PCR showed increases after a 7 day WY exposure in a previous study [12].

**Figure 5:**
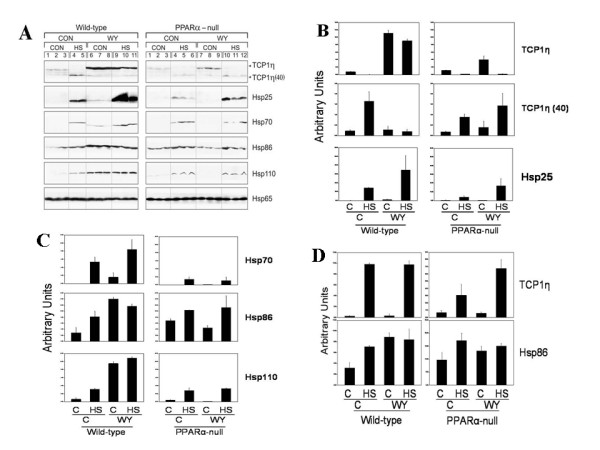
**Expression of chaperone proteins after heat shock or PPC treatment**. A. Expression of Hsp in the livers of mice. Proteins were extracted from the livers of wild-type or PPARα-null mice on control or WY diet, 24 hrs after HS or mock HS. Expression was assessed by Western blot using primary antibodies against the indicated proteins. B and C. Quantitation of the western blots in A. D. Altered protein expression in the kidneys of wild-type and PPARα-null mice exposed to HS or WY. Protein expression was assessed in the kidneys of the mice described in A.

We assessed protein expression in the kidneys from the animals described in this study. Tcp1η, although not affected by HS in liver was induced up to 8-fold by HS in kidneys from both strains, indicating tissue-specific induction by HS (Figure 5D). Hsp86 but not Hsp25, Hsp70, and Hsp110 was induced by HS in the kidney (Figure 5D and data not shown). After WY exposure Hsp86, but not Tcp1η, Hsp25, Hsp70, or Hsp110 was weakly induced in the kidneys of wild-type, but not PPARα-null mice.

Most of the Hsp genes/proteins that were induced by WY (Hsp25, Hsp70, Hsp86, Hsp110, TCP1) carry out protein folding in the cytoplasm in a coordinated manner. For example, Hsp70 and Hsp110 cooperate to sequentially fold proteins in the cytoplasm [36]. In contrast, we did not observe any mitochondrial chaperones such as mtHsp70 altered on the transcriptional level; a number of chaperones which operate in the endoplasmic reticulum including BiP/Grp78 [37] and Grp94 (our study) were down-regulated. 

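With WY in wild-type livers *Hspa9*, the mitochondrial Hsp70, changed by log2 0.21 (n = 3 mice per group, limma adjusted p = 0.273). Of 10 mitochondrial chaperone genes 3 rose and none fell (camera adjusted p = 0.00166), among them *Grpel1* (0.67, adjusted p = 0.0369). *Hspa5*, the BiP/Grp78 of the endoplasmic reticulum, changed by -0.56 (adjusted p = 0.173) and *Hsp90b1*, its Grp94, by -0.19 (adjusted p = 0.956), neither passing. Of the 30 genes of that compartment 5 fell and none rose (adjusted p = 0.0109, adjusted p = 0.357 with an estimated correlation). They included *Xbp1* (-1.42, adjusted p = 0.000992), *Atf6*, a stress sensor (-0.86, adjusted p = 0.00288), and *Sec61a1* (-0.64, adjusted p = 0.0107).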

An earlier report showed that the Grp94 gene and protein were increased after exposure to WY or nafenopin [38]. Overall, our studies indicate that WY coordinately regulates a number of chaperones which operate in the cytoplasm.

What might the increased levels of chaperone proteins be doing in the liver after WY exposure? Increased levels of chaperones might allow tight control of the inducibility of PPARα. Many nuclear receptors interact with chaperone proteins including the ones induced by WY in our studies [39]. PPARα interacts with Hsp72 [40] and is inhibited by Hsp90 [41]. Thus, induction of Hsp90 and other family members may dampen the PPARα transcriptional response. Additionally, Hsp induction may help support the increases in protein synthesis associated with hepatocyte replication after PPC exposure. In addition, increased expression of Hsp family members has been associated with protection from apoptosis [42,43] and PPC, at least under acute exposure conditions decrease basal levels of apoptosis [10]. PPC exposure leads to dramatic increases in peroxisome size and number and increased expression of TCP1 subunits may be important for proper protein insertion into the peroxisomal membrane [44].

It is generally appreciated that increased expression of Hsps by mild HS can protect from subsequent challenges by more severe treatments [45]. Our microarray and protein expression analysis showed that WY can induce the gene and protein expression of a number of chaperones. These same chaperones including Hsp25/27 [46,47], Hsp70 [45,48], Hsp86/90 [49-51] and Hsp105/110 [36,52,53] when over-expressed can protect cells from various stressors. 

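WY in wild-type livers raised 3 of 35 cytosolic chaperone genes and lowered 1, or 5 and 1 over the list alone. The list did not differ from the other genes (camera adjusted p = 0.227, n = 3 mice per group). *Hspa8*, the constitutive Hsp70, rose by log2 0.68 (limma adjusted p = 0.0327) and *Chordc1*, an Hsp90 co-chaperone, by 0.77 (adjusted p = 0.0072), while *Cdc37*, which recruits kinases to Hsp90, fell (-0.53, adjusted p = 0.0206). After WY+HS 15 of the 35 rose and none fell (median 0.68, adjusted p = 5.44e-10), and 7 were higher than after WY alone. Among these were *Dnajb1*, an Hsp40 (3.90, adjusted p = 5.44e-05), and *Bag3*, an Hsp70 co-chaperone (3.36, adjusted p = 0.00132). In PPARα-null livers none of the 35 passed with WY (camera adjusted p = 0.975) or with WY+HS, where the list as a whole was higher (adjusted p = 1.82e-05).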

Our results identify a number of potential candidate genes/proteins that could protect cells from environmental stressors by pretreatment with PPARα agonists.

### Global decreases in mitochondrial gene expression in PPARα-null mice after heat shock are prevented by WY pretreatment

HS can induce mitochondrial swelling, loss of mitochondria and uncoupling of oxidative phosphorylation [45]. 

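The mean of the TCA cycle genes was -0.28, -0.24 and -0.22 (log2) in the 3 HS-treated PPARα-null mice, against -0.06 to 0.03 in their 3 controls. In the same mice hepatocyte genes averaged -0.28, -0.35 and -0.19, and lymphocyte genes 0.35, 0.45 and 0.43, and a change in the share of cell types was not tested. Branched-chain amino acid genes averaged -0.15, -0.35 and -0.16 against -0.02 to 0.12, while the 72 oxidative phosphorylation genes averaged 0.06 and 0.09 in mice 16 and 17 and -0.07 in mouse 18 against 0.03 to 0.14. *Ndufv2*, a complex I subunit, fell (log2 -0.64, n = 3 mice per group, limma adjusted p = 0.000135), and *Atpif1*, which inhibits the ATP synthase, rose (1.18, adjusted p = 0.000357).

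**Figure D5:**
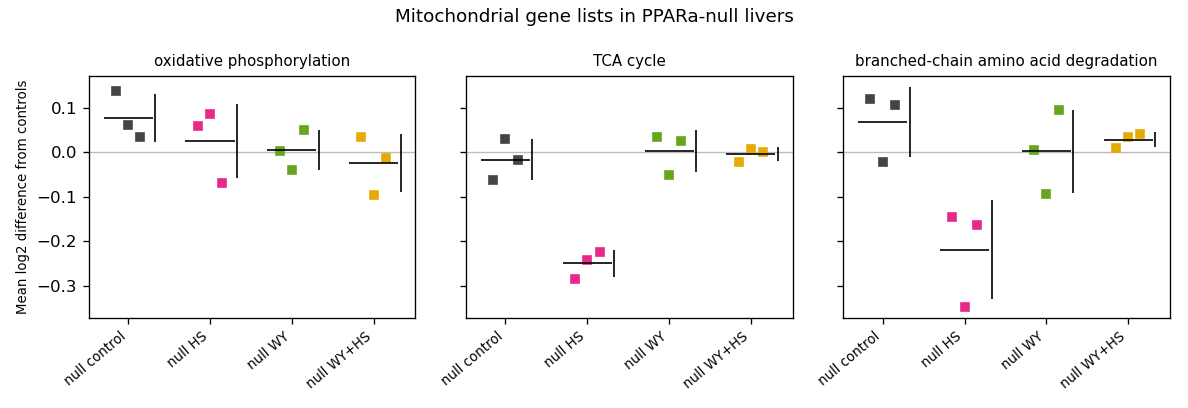
Mean log2 deviation of the oxidative phosphorylation, TCA cycle and branched-chain amino acid genes in each PPARα-null mouse, 4 groups of 3.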

HS in PPARα-null mice led to dramatic decreases in mitochondrial biogenesis and mitochondrial oxidative phosphorylation genes regulated by PGC-1 family members (Additional File 6). Coordinated down-regulation of a curated set of genes regulated by PGC-1 was observed; out of the 310 genes in this list shared by the U74Av2 array, 123 were down-regulated (Figure 6A). Pretreatment of PPARα-null mice with WY led to resistance to gene expression changes, as far fewer genes were altered by both treatments compared to HS alone (774 genes for HS alone vs. 68 genes for HS+WY). 

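After WY+HS 2 probe sets differed from control in PPARα-null livers and after HS alone 878, and WY+HS against HS directly changed 1391, 752 upward and 639 downward (limma, n = 3 mice per group). The share upward, 54.1%, was 71.7% at a common median and 31.2% without scaling (chosen after seeing the data), and the count was 166 in a fit of only the arrays compared and 729 without mouse 17. *Gldc* was higher after WY+HS than after HS by log2 2.68 (adjusted p = 0.000507), and *Chil3*, a macrophage lectin, lower (-2.17). The WY by HS interaction in null mice passed for 229 probe sets, 144 positive and 85 negative, and 4 of 100 random relabelings of the mice gave as many or more. Its share positive, 62.9%, was 79.5% at a common median and 12.5% without scaling. Its count was 118 without mouse 20 and 547 without mouse 18. Of the 878 probe sets 733 passed in the opposite direction in the direct comparison, which shares the 3 HS-treated mice. Probe sets of the same gene moved the same way in 57.6% of 406 pairs there, against 50.1% by shuffling (permutation p = 0.0013) and 81.0% for matched WY changes. Where both probe sets passed, 86 of 120 pairs moved the same way.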

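Of 72 oxidative phosphorylation genes 15 were higher and 11 lower after WY+HS than after HS in PPARα-null livers, or 19 and 14 over the list alone. The list did not differ from the other genes (median log2 0.01, camera adjusted p = 0.457, n = 3 mice per group). With the arrays scaled to a common median it did (camera adjusted p = 0.00919). The HS group includes mice 16 and 17, which carried muscle transcripts, and the effect of these on the list was not tested. *Ndufb8* was higher (0.75, limma adjusted p = 0.000475), as was *Atp5o*, of the ATP synthase stalk (0.80, adjusted p = 0.00155), while *Slc25a4* (-2.01, adjusted p = 0.0291) and *Atpif1* (-1.35, adjusted p = 7.14e-05) were lower. Of 17 TCA cycle genes 7 were higher and none lower (median 0.15, adjusted p = 0.00465, adjusted p = 0.0502 with an estimated correlation), *Idh3g* by 1.06 (adjusted p = 0.000344). Hepatocyte genes also averaged higher after WY+HS than after HS in these mice, and a change in the share of cell types was not tested. The paper's gene sets were not used here.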

We compared the two groups directly using GSEA and identified significant increases in electron transporter genes after HS+WY treatment compared to HS alone including those that function in the mitochondria (Figure 6B). 

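None of the mitochondrial genes of the lists used here passed between control and WY+HS in PPARα-null livers except *Hspd1* (log2 0.67, n = 3 mice per group, limma adjusted p = 0.0433). TCA cycle (camera adjusted p = 0.654), mitochondrial fatty acid oxidation (adjusted p = 0.227) and branched-chain amino acid genes (adjusted p = 0.567) did not differ from the other genes. Oxidative phosphorylation genes lay lower, 52 of 72 negative (median -0.07, adjusted p = 0.00156, adjusted p = 0.275 with an estimated correlation). The largest changes were in *Ndufa10*, of complex I (-1.67, adjusted p = 0.737), and *Cox5a*, of complex IV (-0.90, adjusted p = 0.647).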

Significant alterations in mitochondrial gene sets were not observed in a comparison between control and HS+WY groups using GSEA (data not shown). Thus, WY pretreatment of PPARα-null mice prevented decreases in mitochondrial gene expression due to HS.

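Relative to HS alone, WY+HS in PPARα-null livers gave higher levels of *Pdha1*, of pyruvate dehydrogenase (log2 0.83, n = 3 mice per group, limma adjusted p = 0.000563), and *Hadh*, of mitochondrial β-oxidation (1.09, adjusted p = 0.00299). The same held for *Etfdh* (0.95, adjusted p = 0.00073) and *Hsd17b10* (0.92, adjusted p = 0.000225). Mitochondrial fatty acid oxidation genes had 5 of 19 higher and none lower (camera adjusted p = 0.00799, adjusted p = 0.0513 with an estimated correlation). Branched-chain amino acid genes had 4 of 15 higher and 1, *Mmut*, lower (adjusted p = 0.00671, adjusted p = 0.0513 with an estimated correlation). The paper reasons that WY prevented the falls, from few changes after WY+HS, higher electron transport sets than after HS, and no altered mitochondrial sets between control and WY+HS. Hepatocyte genes averaged 0.02, 0.11 and 0.06 (log2) after WY+HS against -0.28, -0.35 and -0.19 after HS in null mice. Lymphocyte genes averaged 0.04, -0.02 and -0.18 against 0.35, 0.45 and 0.43. A change in the share of cell types was not tested. Levels before HS in the same mice were not measured.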

**Figure 6:**
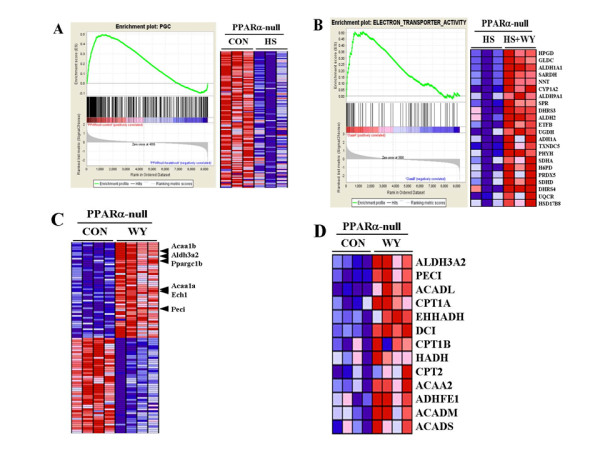
**Global decreases in mitochondrial gene expression in PPARα-null mice after heat shock are prevented by WY pretreatment**. A. Down-regulation of genes regulated by the co-activator PGC-1. Gene Set Enrichment Analysis (GSEA) was used to identify gene sets that exhibited significant overlaps with those gene differences between control and HS in PPARα-null mice. Left, enrichment plot for genes regulated by PGC-1. Black bars illustrate the position of probe sets belonging to the PGC-1 gene set in the context of all probes on the U74Av2 array. The running enrichment score (RES) plotted as a function of the position within the ranked list of array probes is shown as a green line. The ranked list metric shown in gray illustrates the correlation between the signal to noise values of all individually ranked genes according to the class labels (experimental conditions). Right, individual expression profiles for leading edge probe sets contributing to the normalized enrichment score are shown. Signal intensities are illustrated by varying shades of red (up-regulation) and blue (down-regulation). B. Prevention of down-regulation of electron transporter gene expression by pretreatment with WY. Left, enrichment plot for genes with electron transporter activity as described in A. Right, individual expression profiles for probe sets contributing to the normalized enrichment score are shown. C. Increased expression of PGC1β and regulated genes involved in lipid homeostasis by WY in PPARα-null mice. GSEA-derived heat map of the top 100 differentially expressed probe sets enriched in the control or WY-treated groups from PPARα-null mice. Location of PGC1β (*Ppargc1b*) and regulated genes are indicated. D. Increased expression of genes involved in fatty acid metabolism after exposure to WY for 5 days in PPARα-null mice. Genes significantly altered in the GSEA set "fatty acid metabolism" are shown. These include a number that overlap with those that are involved in mitochondrial fatty acid metabolism regulated by PGC-1.

To identify candidates involved in resistance to HS-induced decreases in mitochondrial gene expression, we searched for genes regulated by WY independently of PPARα. Our previous experiments indicated that WY had minimal effects in the livers of PPARα-null mice, altering only up to ~8% of the total number of genes compared to wild-type mice [54]. These results were based on transcript profiles generated using the Affymetrix gene chip U74Av2 which contains ~12,000 genes. Using full-genome arrays containing ~45,000 genes (Affymetrix MOE430_2 arrays), we examined gene expression in PPARα-null mice after exposure to WY for 6 hrs or 5 days. WY had minimal effects on gene expression after 6 hrs in PPARα-null mice (1 gene change) but at 5 days, 92 genes were significantly altered in PPARα-null mice. A number of the changes would affect intermediary metabolism and mitochondrial gene expression, the most striking of these changes being increases in PGC-1β (*Ppargc1b*) (~2-fold, p = 0.01; Figure 6C). (This gene is not included on the U74Av2 array.) Genes known to be regulated by PGC-1β included *Cpt1 *[55-57] and a number of others involved in fatty acid oxidation including acetyl-Coenzyme A acyltransferase 1B (*Acaa1b*), aldehyde dehydrogenase family 3, subfamily A2 (*Aldh3a2*), acetyl-Coenzyme A acyltransferase 1A **(***Acaa1a*), enoyl coenzyme A hydratase 1, peroxisomal (*Ech1*) and peroxisomal delta3, delta2-enoyl-Coenzyme A isomerase (*Peci*) (Figure 6D).

PGC-1β is a master controller of hepatic energy homeostasis in part through regulation of mitochondrial oxidative metabolism genes. Overproduction of PGC-1β leads to increases in mitochondrial volume density in C2C12 myotubes [58], and defects in PGC-1β expression have been associated with global decreases in mitochondrial gene expression in the skeletal muscle of diabetics [30]. PGC-1β physically interacts with transcription factors involved in mitochondrial biogenesis and lipid metabolism including Nrf-1, PPARα and PPARγ [55,59,60]. In trans-activation assays, WY activates PPARβ and PPARγ, albeit to a lesser extent than PPARα [61,62]. Increases in PGC-1β co-activator function in the presence of the weak agonist function of WY may lead to increased expression of fatty acid oxidation genes regulated by PPARβ or PPARγ similar to what we have observed with the PPC perfluorooctanoic acid in PPARα-null mice [54]. These results indicate that WY can alter the expression and activity of effectors of mitochondrial biogenesis and fatty acid oxidation, preventing HS from decreasing those gene batteries in PPARα-null mice. This protective effect of WY is reminiscent of thermotolerance induced by prior treatment with a low temperature HS [45].

### *Hsp *gene regulation by PPARα and HSF1

HSF1 controls expression of *Hsp *genes after HS [7,8]. We determined if there was any overlap in HS genes regulated by HSF1 and PPARα. We identified a number of classes of HSF1-dependent or -independent genes regulated by HS as well as genes that require HSF1 for basal expression (Additional File 10 and 11). We then identified genes that overlapped with those regulated by HS in wild-type and PPARα-null mice from our study. The expression of the 45 unique pairs of gene identifiers from each array is shown in Figure 7A.

**Figure 7:**
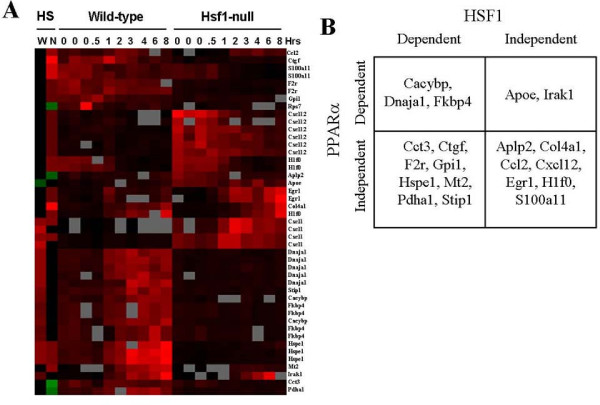
**Regulation of heat shock genes by HSF1 and PPARα**. Genes which exhibited significant changes in expression due to HS from the dataset of Trinklein et al. (2004) and from the present study were identified. A. Heat map of gene expression changes by HS in wild-type (W) and PPARα-null (N) mice compared to the Trinklein et al. (2004) dataset. In the Trinklein et al. (2004) study, mouse embryonic fibroblasts were subjected to HS followed by recovery for the indicated times in hrs. Genes were subjected to one-dimensional hierarchical clustering. Red, up-regulation; green, down-regulation; grey, no data; black, no change. B. Classification of genes based on regulation by PPARα and HSF1.

The genes fell into 4 groups based on dependence on PPARα and HSF1 (Figure 7B). The largest groups were those that were PPARα-independent and were about equally split between those that were dependent or independent of HSF1. PPARα-dependent genes included those that were HSF1-dependent (*Cacybp, Dnaja1, Fkbp4*) or independent (*Apoe, Irak1*). This comparison reveals that although some genes were altered by HS independent of both PPARα and HSF1, most genes required one or both factors for HS regulation.

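*Cacybp* went from 75.9 ± 18.0 to 116 ± 20.6 after HS in PPARα-null livers (SD, n = 3 mice per group, log2 0.63, limma adjusted p = 0.0683). The difference from its wild-type rise did not pass (interaction log2 -0.68, SE 0.28, adjusted p = 0.286). *Irak1*, of interleukin signalling, read 104 ± 7.86 in wild-type control and 128 ± 13.5 in wild-type HS livers without passing (0.30, adjusted p = 0.786, null 0.14, adjusted p = 0.737, interaction adjusted p = 0.937). It rose with WY (0.69, adjusted p = 0.000858). *Apoe*, a lipoprotein component, lay at the top of the scale on most arrays, at 9816, where quantile normalization gives every array the same value, so no change could be measured. Dependence on HSF1 was not analysed here.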

An important question is why does PPARα expression/activation determine in part the profile of HS genes? We hypothesize that PPARα is required for the induction of a subset of the HS genes. Class I and II genes (Figure 2B) require PPARα for HS regulation indicating that they could possess functional PPREs. Genes have been identified that possess HSEs that bind HSF1 but that were not HS-inducible. This provides evidence that other cis-acting elements or interacting factors were required for HS inducibility [8]. A linkage between HSE and PPRE in the promoters of HS genes was found as binding sites for PPAR family members were significantly increased within the 1000 bp upstream of the genes that were up- or down-regulated by HS in a human epithelial cell line [63]. Follow-up PPAR-HSF1 co-immunoprecipitation studies would reveal the nature of the interactions. Our analysis demonstrated major differences in the target genes of HS between wild-type and PPARα-null strains indicating that in the absence of PPARα, major changes in chromatin accessibility to HSF1 and other factors leads to greater sensitivity to HS alteration.

How are the HS genes regulated by PPC through PPARα? Given that *Hsp *gene expression is controlled in part by heat shock factor 1 (HSF1), one possibility is that the increases in *Hsp *gene expression are secondary to increases in the expression and activity of HSF1. However, we did not observe changes in *Hsf1 *expression in our transcript profiling studies and earlier studies showed that HSF1 and HSF2 expression and binding to HSE was not altered by WY exposure in the rat liver [64]. To help determine whether regulation of *Hsp *gene expression is direct or indirect, we examined their promoters and found that only a few genes possess a putative PPRE(s) (data not shown) indicating indirect activation.

Many *Hsp *genes may be regulated indirectly through increases in oxidative stress. There is abundant evidence for the increased expression of chaperone gene expression under conditions that also increase oxidative stress [5,45]. PPC exposure leads to increases in oxidative stress and lipid peroxidation mediated through increased activities of enzymes that generate reactive oxygen species [10]. Although direct evidence that Hsp genes are activated by PPC-mediated increases in oxidative stress is lacking, the absolute increases in expression of some *Hsp *genes was higher in mice nullizygous for Nrf2, a transcription factor activated by oxidative stress that regulates genes that decrease oxidative stress. Thus, in the absence of Nrf2, increased levels of oxidative stress may have contributed to the greater increases in the *Hsp *genes by WY [12]. However, we cannot rule out the induction of a HSP1 cofactor secondary to PPARα induction." In summary, PPARα may regulate the *Hsp *genes in a species-specific manner secondarily to increases in oxidative stress. Further work is needed to confirm this hypothesis.

## Conclusions

Our microarray analysis of HS in the livers of mice uncovered a dramatic influence of PPARα on the overall gene expression pattern. There were remarkable differences in the transcriptional response to HS between wild-type and PPARα-null mice. 

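Collagen, macrophage and hepatocyte genes were among those changed by HS in PPARα-null livers. *Col1a1* rose from 37.4 ± 6.71 to 128 ± 24.1 (SD, n = 3 mice per group, limma adjusted p = 0.0261) and *Cd14*, a receptor of macrophages, by log2 1.40 (adjusted p = 0.00398). *Hnf4a*, which keeps hepatocyte identity, fell (-1.76, adjusted p = 0.0119). Of 43 extracellular matrix genes 6 rose and none fell (camera adjusted p = 0.000489, adjusted p = 0.0502 with an estimated correlation, interaction adjusted p = 0.00146, 0.0895 with an estimated correlation). Of 47 hepatocyte genes 7 fell and 1 rose (adjusted p = 0.00489, adjusted p = 0.139 with an estimated correlation, interaction adjusted p = 0.093).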

A number of HS genes required PPARα for induction. Many mitochondrial genes were uniquely down-regulated in PPARα-null but not wild-type mice. 

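Of the 72 oxidative phosphorylation genes 8 had a lower and 1 a higher HS change in PPARα-null than in wild-type livers (camera adjusted p = 0.00263, adjusted p = 0.242 with an estimated correlation, n = 3 mice per group). *Ndufb8* fell in null livers and changed by log2 0.05 in wild-type livers (interaction -0.86, SE 0.16, limma adjusted p = 0.0124), *Idh3g* differed by -1.04 (adjusted p = 0.0232) and *Hsd17b10* by -0.88 (adjusted p = 0.0199). For mitochondrial fatty acid oxidation the strains did not differ (adjusted p = 0.124, none of 19 passing).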

Pretreatment of PPARα-null mice with WY prevented the down-regulation of these genes possibly through the increased expression of PGC-1β and regulated genes. Our findings support the hypothesis that PPARα in the liver acts as an integrator of chemical and physical stress signals manifested in the regulation of stress gene responses in the liver.

## Abbreviations

DEHP: di-(2-ethylhexyl)phthalate; HSE: heat shock elements; HSF: heat shock factor; HSP: heat shock proteins; PCR: polymerase chain reaction; PPAR: peroxisome proliferator-activated receptor; PPC: peroxisome proliferator chemical; PPRE: peroxisome proliferator response element; WY: WY-14,643.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

BV analyzed the microarray and clinical chemistry data and helped to draft the manuscript. SA generated and analyzed the microarray data and analyzed the RT-PCR data. HBB analyzed the western data. HR analyzed the microarray data. SK generated the microarray data. SJ and RS analyzed the MEF microarray dataset. JCC conceived of the study, participated in study design and animal studies, generated western data, analyzed microarray data and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Sequences of primers**. Sequences of primers used in TaqMan studies. Click here for file

Additional file 2 **Gene expression changes after WY, heat shock or heat shock+WY in wild-type and PPARα-null mouse livers**. Table represents the gene annotations and fold changes for gene expression changes after WY, heat shock or heat shock+WY in wild-type and PPARα-null mouse livers. Click here for file

Additional file 3 **Table of genesets significantly up-regulated by heat shock in wild-type mice**. Table describes GSEA genesets significantly up-regulated by heat shock in wild-type mice. Click here for file

Additional file 4 **Table of genesets significantly up-regulated by heat shock in PPARα-null mice**. Table describes GSEA genesets significantly up-regulated by heat shock in PPARα-null mice. Click here for file

Additional file 5 **Table of genesets significantly down-regulated by heat shock in PPARα-null mice**. Table describes GSEA genesets significantly down-regulated by heat shock in PPARα-null mice. Click here for file

Additional file 6 **Table of transcription factor genesets significantly up-regulated by heat shock in wild-type mice**. Table describes the GSEA transcription factor genesets significantly up-regulated by heat shock in wild-type mice. Click here for file

Additional file 7 **Table of transcription factor genesets significantly up-regulated by heat shock in PPARα-null mice**. Table describes the GSEA transcription factor genesets significantly up-regulated by heat shock in PPARα-null mice. Click here for file

Additional file 8 **Analysis of interactions between WY and HS in wild-type mice**. Interactions between WY and HS in wild-type mice using Ingenuity Pathway Analysis Tool. Click here for file

Additional file 9 **Canonical pathways analysis using Ingenuity**. Canonical pathways in an Ingenuity comparison between genes only regulated by WY or only by WY+HS in wild-type mice. Click here for file

Additional file 10 **Excel spreadsheet of genes regulated by heat shock or by strain differences between wild-type and HSF1-null mice**. Genes were originally from the Trinklein et al. (2004) study. Excel spreadsheet of genes regulated by heat shock or by strain differences between wild-type and HSF1-null mice. Click here for file

Additional file 11 **Figures of expression of heat shock genes in wild-type and HSF1-null mouse embryonic fibroblasts**. Mouse embryonic fibroblasts were given a HS and cells were harvested at the indicated times as described (Trinklein et al., 2004). Genes which exhibited significant changes after HS or that exhibited significant differences between wild-type and HSF1-null strains were identified as described in the Methods. A. HSF1-dependent HS genes. B. HSF1-independent HS genes. C. Genes which exhibited differences in expression between control wild-type and control HSF1-null strains. Click here for file

# Supplementary material for: Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)
**Source:** BMC Genomics. 2010 Jan 7;11:16. doi: 10.1186/1471-2164-11-16
**Supplement:** Additional file 1 — Sequences of primers. Sequences of primers used in TaqMan studies.

**Vallanat et al. Additional File 1**

**Additional File 1 Sequences of primers**

| Gene | Accession Number | Forward | Probe | Reverse |
| --- | --- | --- | --- | --- |
| *Hsp90aa1* | J04633 | TTCACGAGGACTCTCAGAATCG | AGAAGCTTTCAGAGCTGTTGCGG | GTCCCCAGAAGCAGATGTGTAGT |
| *Hsph1* | L40406 | TCCGGCATTTAAAGTTAGAGAGTTC | TGTCACCGATGCAGTTCCTTTT | CGTGGTTCCAGACCAGAGATATT |
| *Dnaja1* | AF055664 | TCAGGTAGAACTGGTGGACTTTGA | CCAAATCAGGAAAGACGGCGTCA | TCATCCTCATACGCTTCTCCATT |
| *Stip1* | U27830 | TCAGACCTGGGCACGAAACT | CAGGATCCCCGGGTGATGACT | CCCCAAGGAGGACACTCAGA |
| *Tubb2* | M28739 | CGCATCTCGGAGCAGTTCA | TGCCATGTTCCGGCGCA | CGTGTACCAGTGCAGGAAAGC |
| *Uchl1* | AB025313 | ACCAAGACAAGCTGGAATTTGAG | ATGGATCCGTCCTGAAACAGTTTC | GGACAGCTTCTCCGTTTCAGA |

**Sequences of primers used in TaqMan studies.**

# Supplementary material for: Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)
**Source:** BMC Genomics. 2010 Jan 7;11:16. doi: 10.1186/1471-2164-11-16
**Supplement:** Additional file 3 — Table of genesets significantly up-regulated by heat shock in wild-type mice. Table describes GSEA genesets significantly up-regulated by heat shock in wild-type mice.

**Additional File 3. Genesets significantly up-regulated by heat shock in wild-type mice.**

| **NAME** | **SIZE** | **NES** | **NOM p-val** | **FDR q-val** | **FWER p-val** |
| --- | --- | --- | --- | --- | --- |
| HSA03010_RIBOSOME | 44 | -2.73853 | 0 | 0 | 0 |
| CANCER_NEOPLASTIC_META_UP | 53 | -2.70706 | 0 | 0 | 0 |
| PENG_RAPAMYCIN_DN | 156 | -2.62464 | 0 | 0 | 0 |
| ZELLER_MYC_UP | 23 | -2.60835 | 0 | 0 | 0 |
| HSA03050_PROTEASOME | 22 | -2.5169 | 0 | 0 | 0 |
| PROTEASOME_DEGRADATION | 29 | -2.51664 | 0 | 0 | 0 |
| PENG_LEUCINE_DN | 118 | -2.50775 | 0 | 1.94E-04 | 0.001 |
| MYC_TARGETS | 38 | -2.4772 | 0 | 1.70E-04 | 0.001 |
| PROTEASOMEPATHWAY | 21 | -2.41031 | 0 | 1.51E-04 | 0.001 |
| UVB_NHEK2_UP | 51 | -2.40735 | 0 | 1.36E-04 | 0.001 |
| PENG_GLUTAMINE_DN | 194 | -2.37116 | 0 | 3.93E-04 | 0.003 |
| PROTEASOME | 17 | -2.34176 | 0 | 4.81E-04 | 0.004 |
| RIBOSOMAL_PROTEINS | 55 | -2.29704 | 0 | 7.93E-04 | 0.007 |
| HSA00100_BIOSYNTHESIS_OF_STEROIDS | 22 | -2.26671 | 0 | 0.001146 | 0.011 |
| TARTE_PLASMA_BLASTIC | 244 | -2.20082 | 0 | 0.002792 | 0.029 |
| LIZUKA_G1_SM_G2 | 17 | -2.18744 | 0 | 0.003057 | 0.034 |
| FLECHNER_KIDNEY_TRANSPLANT_WELL_UP | 380 | -2.185 | 0 | 0.002877 | 0.034 |
| CPR_NULL_LIVER_UP | 25 | -2.16414 | 0 | 0.003431 | 0.042 |
| BLEO_MOUSE_LYMPH_HIGH_24HRS_DN | 29 | -2.15797 | 0 | 0.003479 | 0.045 |
| TRNA_SYNTHETASES | 15 | -2.1477 | 0 | 0.003948 | 0.053 |

Size indicates the number of genes which overlap between the gene set and those genes on the U74Av2 chip. NES, enrichment score normalised for differences in gene set size; NOM, nominal. p-values indicated as 0 are < 0.001. Please see the GSEA User Guide or Subramanian et al. (2005) for further definitions and algorithm details.

# Supplementary material for: Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)
**Source:** BMC Genomics. 2010 Jan 7;11:16. doi: 10.1186/1471-2164-11-16
**Supplement:** Additional file 4 — Table of genesets significantly up-regulated by heat shock in PPARα-null mice. Table describes GSEA genesets significantly up-regulated by heat shock in PPARα-null mice.

**Additional File 4. Genesets significantly up-regulated by heat shock in PPAR**-null mice.

| **NAME** | **SIZE** | **NES** | **NOM p-val** | **FDR q-val** | **FWER p-val** |
| --- | --- | --- | --- | --- | --- |
| LEE_DENA_UP | 43 | -2.664 | 0 | 0 | 0 |
| IGLESIAS_E2FMINUS_UP | 137 | -2.55093 | 0 | 0 | 0 |
| LEE_MYC_E2F1_UP | 42 | -2.53255 | 0 | 0 | 0 |
| LEE_E2F1_UP | 46 | -2.46419 | 0 | 0 | 0 |
| LEE_MYC_TGFA_UP | 49 | -2.33884 | 0 | 0 | 0 |
| CARIES_PULP_UP | 150 | -2.27506 | 0 | 2.24E-04 | 0.001 |
| LEE_ACOX1_UP | 47 | -2.25508 | 0 | 1.92E-04 | 0.001 |
| CARIES_PULP_HIGH_UP | 62 | -2.2049 | 0 | 3.35E-04 | 0.002 |
| LEE_CIP_UP | 49 | -2.18278 | 0 | 2.98E-04 | 0.002 |
| ROS_MOUSE_AORTA_DN | 67 | -2.18266 | 0 | 2.68E-04 | 0.002 |
| ICHIBA_GVHD | 335 | -2.18008 | 0 | 3.58E-04 | 0.003 |
| NI2_MOUSE_UP | 37 | -2.14012 | 0 | 8.77E-04 | 0.008 |
| IGF_VS_PDGF_UP | 43 | -2.13109 | 0 | 9.15E-04 | 0.009 |
| IRITANI_ADPROX_VASC | 116 | -2.08381 | 0 | 0.00152078 | 0.016 |
| STRIATED_MUSCLE_CONTRACTION | 30 | -2.0778 | 0 | 0.00159483 | 0.018 |
| BASSO_GERMINAL_CENTER_CD40_UP | 72 | -2.05408 | 0 | 0.00248231 | 0.03 |
| ROSS_CBF_MYH | 34 | -2.05393 | 0.002288 | 0.00233629 | 0.03 |
| AGEING_KIDNEY_UP | 217 | -2.0213 | 0 | 0.00317442 | 0.043 |

Size indicates the number of genes which overlap between the gene set and those genes on the U74Av2 chip. NES, enrichment score normalised for differences in gene set size; NOM, nominal. p-values indicated as 0 are < 0.001. Please see the GSEA User Guide or Subramanian et al. (2005) for further definitions and algorithm details.

# Supplementary material for: Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)
**Source:** BMC Genomics. 2010 Jan 7;11:16. doi: 10.1186/1471-2164-11-16
**Supplement:** Additional file 5 — Table of genesets significantly down-regulated by heat shock in PPARα-null mice. Table describes GSEA genesets significantly down-regulated by heat shock in PPARα-null mice.

**Additional File 5. Genesets significantly down-regulated by heat shock in PPAR-null mice.**

| **NAME** | **SIZE** | **NES** | **NOM p-val** | **FDR q-val** | **FWER p-val** |
| --- | --- | --- | --- | --- | --- |
| MOOTHA_VOXPHOS | 60 | 2.004829 | 0 | 0.00228645 | 0.054 |
| HSA00650_BUTANOATE_METABOLISM | 28 | 2.014883 | 0 | 0.00190032 | 0.043 |
| LEE_MYC_TGFA_DN | 49 | 2.044003 | 0 | 0.00108338 | 0.023 |
| LEE_CIP_DN | 48 | 2.078785 | 0 | 4.51E-04 | 0.009 |
| VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION | 26 | 2.090548 | 0 | 4.31E-04 | 0.008 |
| HSA00071_FATTY_ACID_METABOLISM | 29 | 2.0988 | 0 | 4.03E-04 | 0.007 |
| LIZUKA_G2_GR_G3 | 20 | 2.099121 | 0 | 4.36E-04 | 0.007 |
| LEE_MYC_E2F1_DN | 47 | 2.11333 | 0 | 4.76E-04 | 0.007 |
| PGC | 310 | 2.123017 | 0 | 4.50E-04 | 0.006 |
| FLECHNER_KIDNEY_TRANSPLANT_REJECTION_DN | 367 | 2.133886 | 0 | 2.51E-04 | 0.003 |
| LEE_DENA_DN | 57 | 2.177487 | 0 | 0 | 0 |
| HSA00280_VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION | 33 | 2.211185 | 0 | 0 | 0 |
| HSA00380_TRYPTOPHAN_METABOLISM | 34 | 2.238811 | 0 | 0 | 0 |
| HUMAN_MITODB_6_2002 | 291 | 2.258257 | 0 | 0 | 0 |
| HSIAO_LIVER_SPECIFIC_GENES | 173 | 2.267491 | 0 | 0 | 0 |
| MITOCHONDRIA | 293 | 2.282037 | 0 | 0 | 0 |
| IDX_TSA_UP_CLUSTER5 | 90 | 2.285024 | 0 | 0 | 0 |
| HCC_SURVIVAL_GOOD_VS_POOR_UP | 81 | 2.342778 | 0 | 0 | 0 |

Size indicates the number of genes which overlap between the gene set and those genes on the U74Av2 chip. NES, enrichment score normalised for differences in gene set size; NOM, nominal. p-values indicated as 0 are < 0.001. Please see the GSEA User Guide or Subramanian et al. (2005) for further definitions and algorithm details.

# Supplementary material for: Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)
**Source:** BMC Genomics. 2010 Jan 7;11:16. doi: 10.1186/1471-2164-11-16
**Supplement:** Additional file 6 — Table of transcription factor genesets significantly up-regulated by heat shock in wild-type mice. Table describes the GSEA transcription factor genesets significantly up-regulated by heat shock in wild-type mice.

Additional File 6. Transcription factor genesets significantly up-regulated by heat shock in wild-type mice.

| NAME | DESCRIPTION | SIZE | NES | NOM p-val | FDR q-val | FWER p-val |
| --- | --- | --- | --- | --- | --- | --- |
| TTCNRGNNNNTTC_V$HSF_Q6 | Heat shock factor | 83 | -1.98958 | 0 | 0.018106 | 0.018 |
| GGCNKCCATNK_UNKNOWN | Unknown | 55 | -1.86331 | 0 | 0.032051 | 0.063 |
| GCGNNANTTCC_UNKNOWN | Unknown | 59 | -1.8318 | 0 | 0.028539 | 0.083 |
| KCCGNSWTTT_UNKNOWN | Unknown | 64 | -1.78705 | 0 | 0.031819 | 0.118 |
| CGGAARNGGCNG_UNKNOWN | Unknown | 24 | -1.74989 | 0.006969 | 0.038404 | 0.175 |
| V$HTF_011 | X-box binding protein 1;  hepatocarcinogenesis transcription factor | 32 | -1.50019 | 0.02847 | 0.136382 | 0.811 |
| RCGCANGCGY_V$NRF1_Q61 | Nuclear respiratory factor 1 | 411 | -1.46889 | 0 | 0.160392 | 0.878 |
| V$HSF_Q61 | Heat shock factor | 101 | -1.40271 | 0.015385 | 0.229232 | 0.963 |
| V$XBP1_011 | X-box binding protein 1 | 70 | -1.33716 | 0.046512 | 0.280813 | 0.994 |

Size indicates the number of genes which overlap between the gene set and those genes on the U74Av2 chip. NES, enrichment score normalised for differences in gene set size; NOM, nominal. p-values indicated as 0 are < 0.001. Please see the GSEA User Guide or Subramanian et al. (2005) for further definitions and algorithm details.

1Indicates gene sets that did not reach statistical significance but may have biological significance (discussed in text).

# Supplementary material for: Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)
**Source:** BMC Genomics. 2010 Jan 7;11:16. doi: 10.1186/1471-2164-11-16
**Supplement:** Additional file 7 — Table of transcription factor genesets significantly up-regulated by heat shock in PPARα-null mice. Table describes the GSEA transcription factor genesets significantly up-regulated by heat shock in PPARα-null mice.

**Additional File 7. Transcription factor genesets significantly up-regulated by heat shock in PPAR**-null mice.

| NAME | DESCRIPTION | SIZE | NES | NOM p-val | FDR q-val | FWER p-val |
| --- | --- | --- | --- | --- | --- | --- |
| CCAWWNAAGG_V$SRF_Q4 | Serum response factor | 44 | -1.86394 | 0.002198 | 0.05906 | 0.035 |
| GGARNTKYCCA_UNKNOWN | Unknown | 43 | -1.85152 | 0 | 0.038764 | 0.045 |

Size indicates the number of genes which overlap between the gene set and those genes on the U74Av2 chip. NES, enrichment score normalised for differences in gene set size; NOM, nominal. p-values indicated as 0 are < 0.001. Please see the GSEA User Guide or Subramanian et al. (2005) for further definitions and algorithm details.

# Supplementary material for: Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)
**Source:** BMC Genomics. 2010 Jan 7;11:16. doi: 10.1186/1471-2164-11-16
**Supplement:** Additional file 8 — Analysis of interactions between WY and HS in wild-type mice. Interactions between WY and HS in wild-type mice using Ingenuity Pathway Analysis Tool.

**Additional File 8. Analysis of interactions between WY and HS in wild-type mice.**

To determine whether there were interactions between WY and HS in wild-type mice, we compared the genes regulated by WY or by WY+HS co-treatment. Most of the genes (1117 genes) were similarly expressed under both conditions. However, there were 597 or 301 genes that were uniquely regulated by WY or by WY+HS, respectively. 

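Of the probe sets changed in wild-type livers, 913 passed in the same direction with WY and with WY+HS, 455 upward and 458 downward (limma, n = 3 mice per group). They are 68.2% of those changed by WY. Over all probe sets the 2 changes correlated at 0.812, against 0.499 from the shared controls alone in simulations of unchanged groups. Their covariance was 0.248 against 0.0353. *Acaa1b*, a peroxisomal thiolase, *Acaa1a*, its close relative, and *Aldh3a2*, which oxidises fatty aldehydes, rose with WY by log2 1.89 (adjusted p = 4.85e-10), 1.72 (adjusted p = 4.98e-08) and 2.70 (adjusted p = 2.44e-05). Only 1 probe set passed in opposite directions, and both comparisons share the 3 control mice.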

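With WY alone 425 probe sets passed that did not pass with WY+HS, and 404 passed with WY+HS alone. The direct comparison of WY+HS against WY passed for 53, 34 upward and 19 downward (limma, n = 3 mice per group). The count was 11 in a fit of only the arrays compared and 89 without mouse 12, and without scaling (chosen after seeing the data) 1431, with 1.40% upward against 64.2%. The rises there included *Atf3*, a stress transcription factor (log2 4.07, adjusted p = 7.67e-06), *Hspa1b* (4.34, adjusted p = 0.0268) and *Il6ra*, the interleukin 6 receptor (2.00, adjusted p = 0.00115). The falls included *Rfxank*, of the MHC class II activator complex (-2.48, adjusted p = 2.49e-08), and *Plg*, plasminogen (-0.45, adjusted p = 0.00227).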

Functional analysis of these genes by Ingenuity revealed an overrepresentation of a number of canonical pathways including biosynthesis of steroids, mitochondrial dysfunction, oxidative phosphorylation, ubiquinone biosynthesis and VEGF signaling (Additional File 11). Canonical pathways that were overrepresented in the WY+HS group included protein ubiquination pathway, tyrosine metabolism, glycolysis/gluconeogenesis, glycine, serine and threonine metabolism and purine metabolism.

HS prevented WY from uniformly up-regulating genes involved in cholesterol synthesis including *Cyp8b1, Dhcr7, Ebp, Fdft1, Fdps, Idi1, Lss, Sc5dl,* and *Sqle*. 

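Of the 9 cholesterol genes named in the paper 5 rose with WY in wild-type livers, or 6 over the list alone, and none passed with WY+HS. *Fdft1*, which makes squalene, rose with WY by log2 1.92 (n = 3 mice per group, limma adjusted p = 0.00416), *Idi1*, which isomerises isoprene units, by 2.45 (adjusted p = 0.0177) and *Sc5d*, a late desaturase, by 1.16 (adjusted p = 0.000999). *Cyp8b1*, of bile acid synthesis (0.62, adjusted p = 0.929), *Ebp* (0.27, adjusted p = 0.272) and *Sqle* (1.08, adjusted p = 0.28) did not pass. WY+HS against WY lowered none of the 9 past the threshold and all were negative (median -0.63, camera adjusted p = 0.000417, adjusted p = 0.283 with an estimated correlation). *Idi1* read 407, 797 and 132 in mice 10, 11 and 12. The study chose these genes on the same mice.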

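Of 72 oxidative phosphorylation genes 30 rose with WY in wild-type livers and none fell (median log2 0.30, camera adjusted p = 9.34e-14), and 21 rose with WY+HS and none fell (median 0.26, adjusted p = 7.66e-11). WY+HS against WY changed none of the 72 (median -0.04, adjusted p = 0.17, n = 3 mice per group). *Slc25a4*, an ADP/ATP carrier, rose with WY by 3.38 (limma adjusted p = 0.000592) and read 134 ± 91.7 (SD) after WY+HS against 252.5 ± 18.4 after WY.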

HS also prevented WY from activating ~20 genes linked to mitochondrial dysfunction and oxidative phosphorylation. Finally, despite the ability of HSF1 to protect mice from an acute exposure to LPS (Xiao et al., 1999), HS reversed the almost uniform down-regulation of genes that are part of the canonical pathways Il-4, Il-15 and Il-17 signaling (Additional File 11). Overall, these results indicate that there were interactions between WY and HS in wild-type mice distinct from those in PPAR-null mice. Further studies are needed to determine the functional consequences and molecular basis for these interactions.

Xiao X, Zuo X, Davis AA, McMillan DR, Curry BB, Richardson JA, Benjamin IJ: [**HSF1 is required for extra-embryonic development, postnatal growth and protection during inflammatory responses in mice.**](http://www.ncbi.nlm.nih.gov/pubmed/10545106?ordinalpos=2&itool=EntrezSystem2.PEntrez.Pubmed.Pubmed_ResultsPanel.Pubmed_DefaultReportPanel.Pubmed_RVDocSum) *EMBO J.* 1999 **18**(21):5943-52.

# Supplementary material for: Analysis of the heat shock response in mouse liver reveals transcriptional dependence on the nuclear receptor peroxisome proliferator-activated receptor α (PPARα)
**Source:** BMC Genomics. 2010 Jan 7;11:16. doi: 10.1186/1471-2164-11-16
**Supplement:** Additional file 11 — Figures of expression of heat shock genes in wild-type and HSF1-null mouse embryonic fibroblasts. Mouse embryonic fibroblasts were given a HS and cells were harvested at the indicated times as described (Trinklein et al., 2004). Genes which exhibited significant changes after HS or that exhibited significant differences between wild-type and HSF1-null strains were identified as described in the Methods. A. HSF1-dependent HS genes. B. HSF1-independent HS genes. C. Genes which exhibited differences in expression between control wild-type and control HSF1-null strains.

## Slide 1
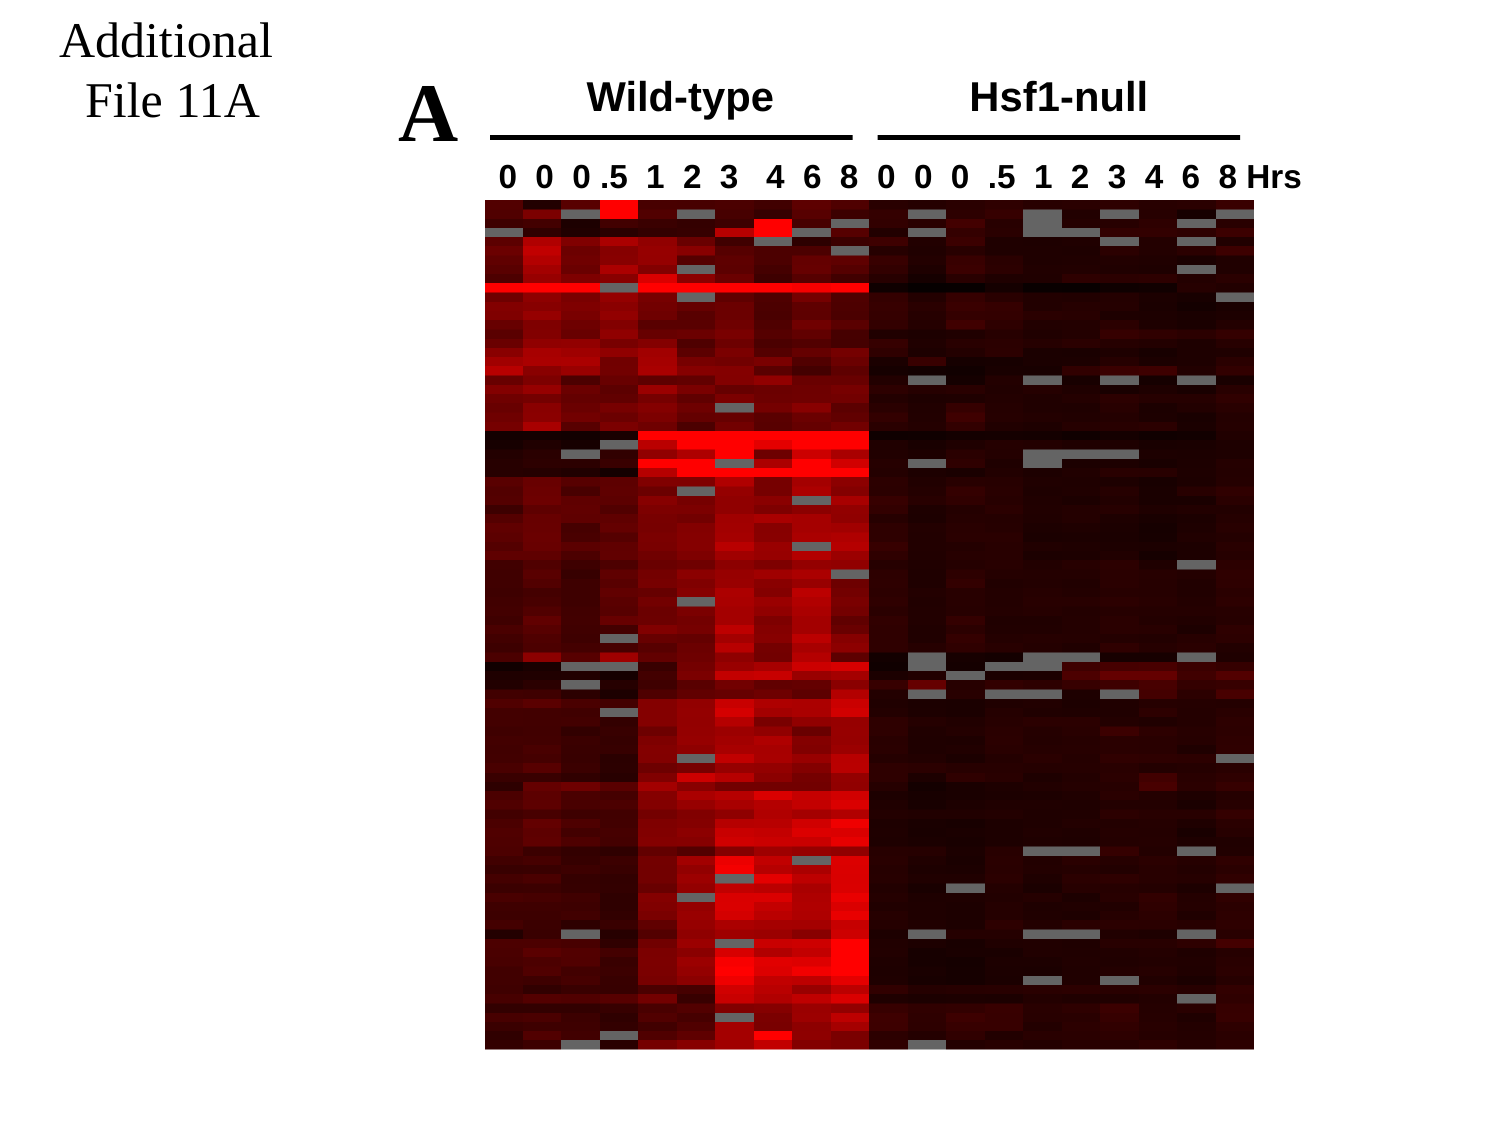

Additional
File 11A
A
 Wild-type Hsf1-null
 0 0 0 .5 1 2 3 4 6 8 0 0 0 .5 1 2 3 4 6 8 Hrs

## Slide 2
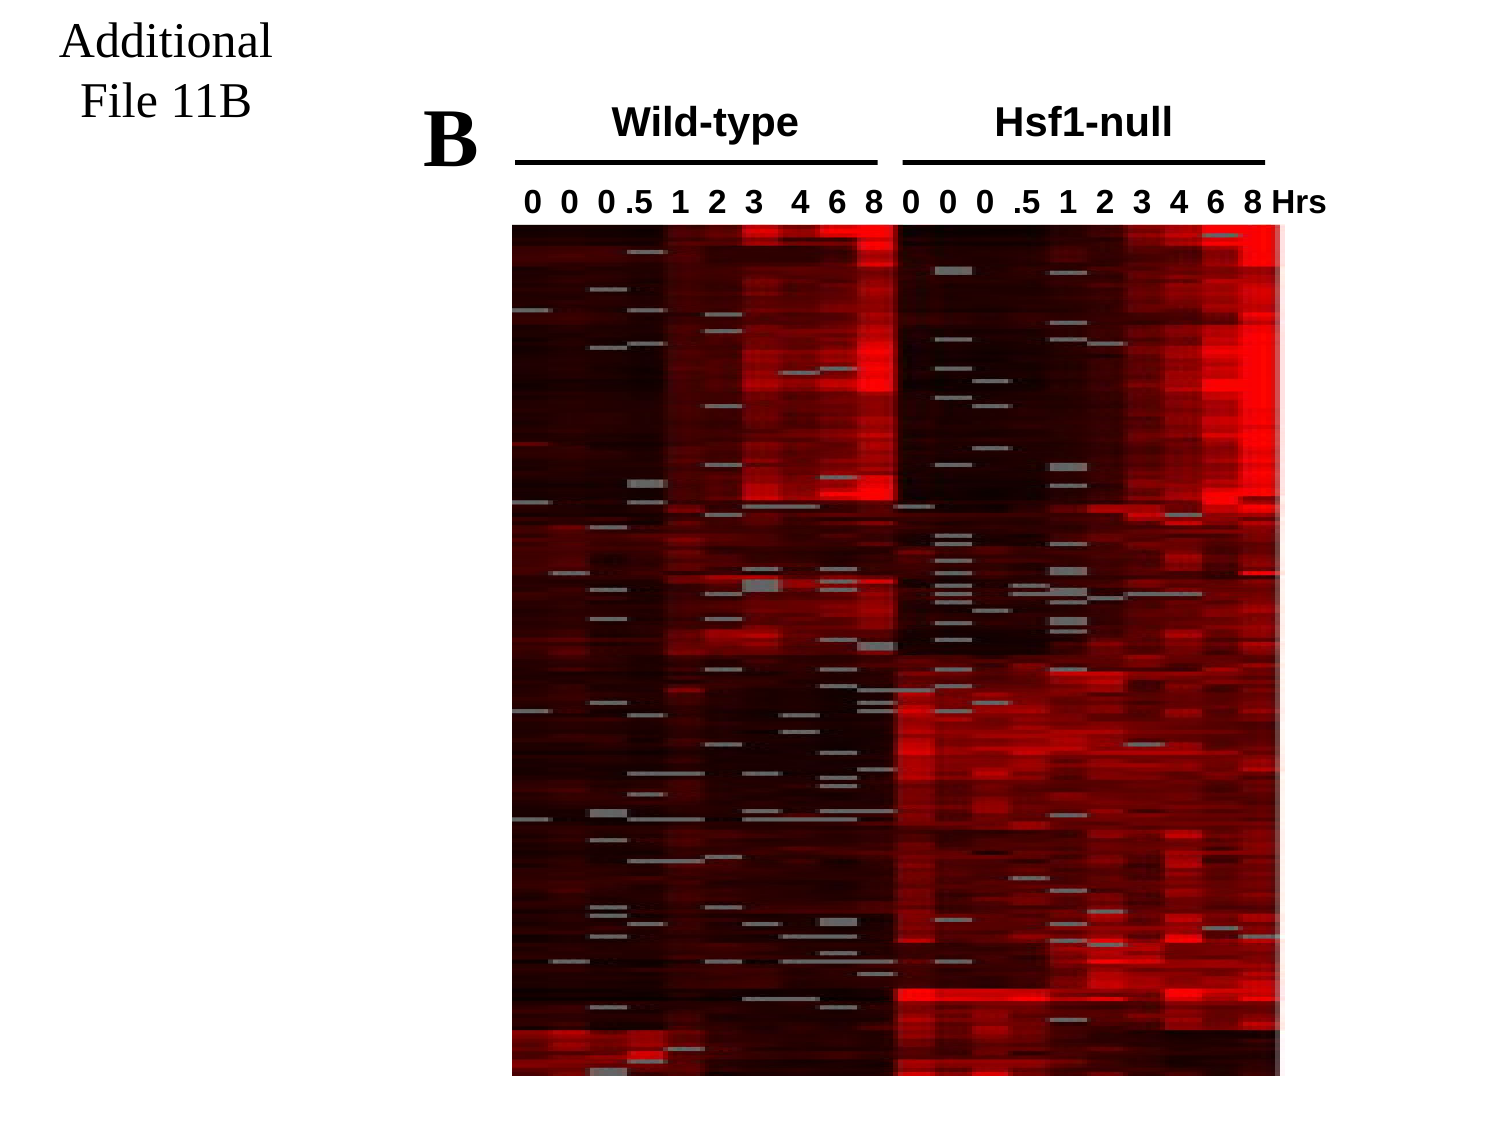

Additional
 File 11B
B
 Wild-type Hsf1-null
 0 0 0 .5 1 2 3 4 6 8 0 0 0 .5 1 2 3 4 6 8 Hrs

## Slide 3
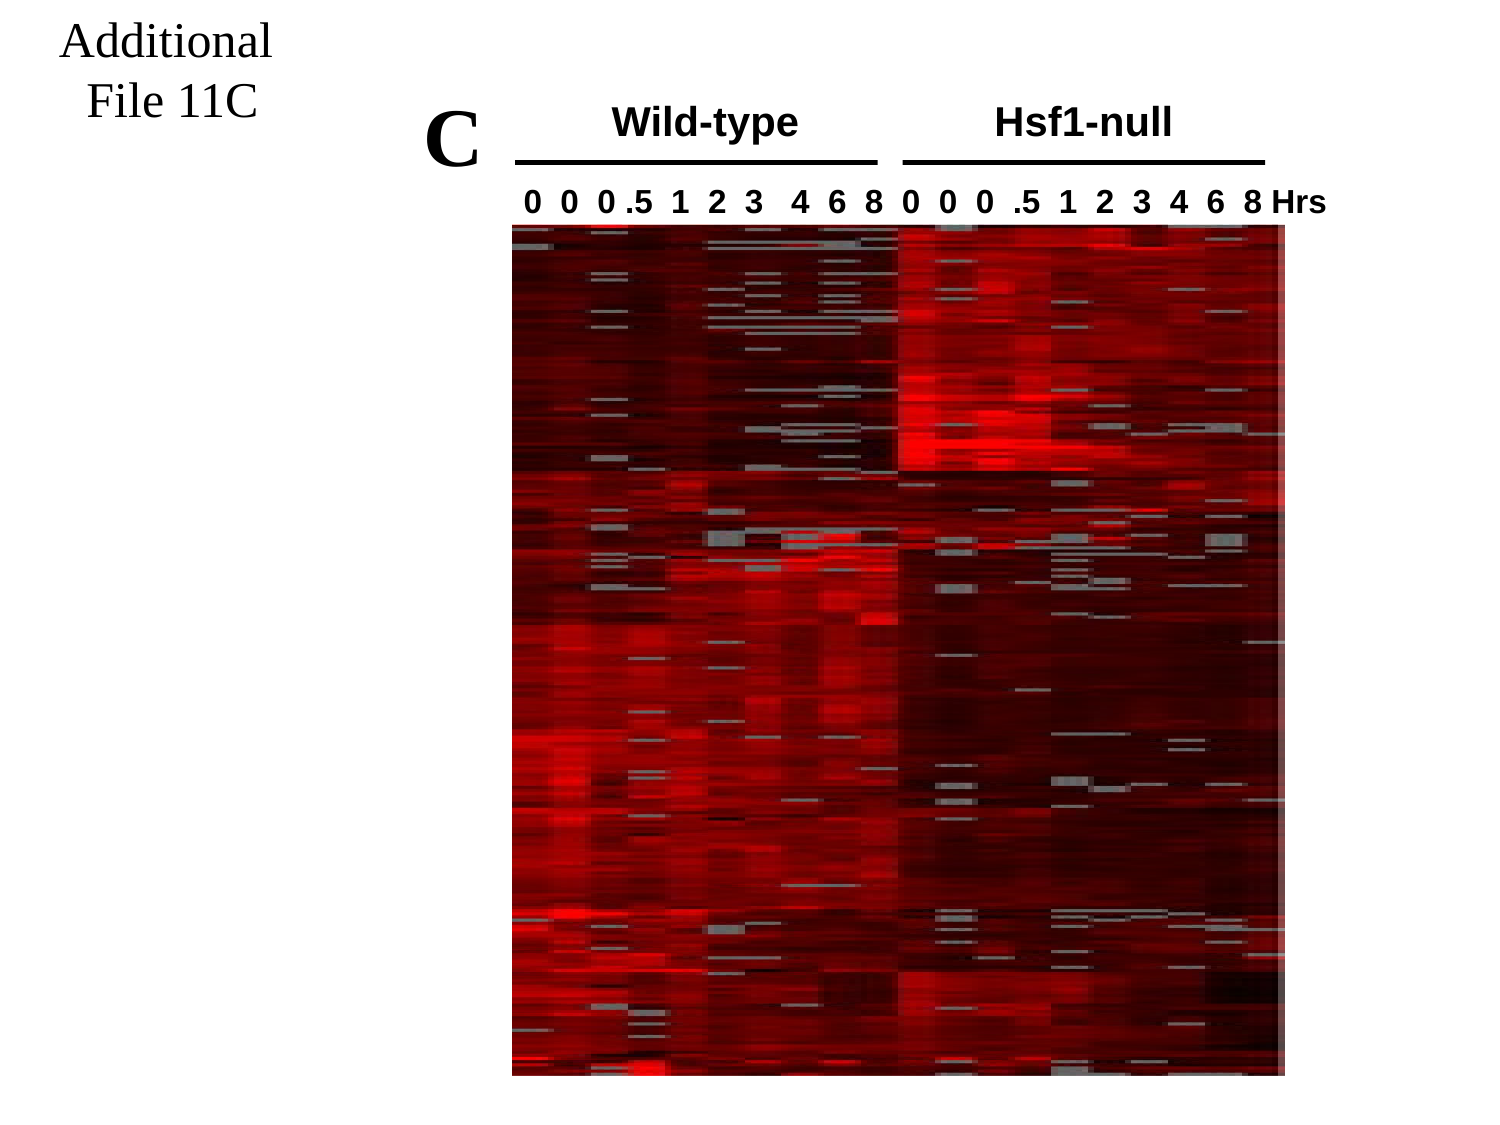

Additional
File 11C
C
 Wild-type Hsf1-null
 0 0 0 .5 1 2 3 4 6 8 0 0 0 .5 1 2 3 4 6 8 Hrs

How the deposited data were processed for this re-analysis (not part of the article)

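Liver RNA of 24 mice was measured on Affymetrix Murine Genome U74Av2 arrays, 1 mouse per array, in 8 groups of 3. Wild-type and PPARα-null mice were given control diet or WY at 500 ppm for 7 days, and 3 mice of each strain and diet were then heat shocked for 40 minutes. The paper gives 42 °C and the sample labels a chamber of about 43 °C. The paper gives 4 hours between HS and sampling, and 15 µg of RNA where the labels give 6 µg.

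According to the methods and the labels, the authors made the probe set intensities from biotin-labelled RNA, read the images with GeneChip Operating Software and analysed the cel files in Rosetta Resolver. The summary method and any scaling behind the table are not given in the sources used here. The deposited values are linear intensities: 71989 of them (24.1%) lie at or below 0, so background or mismatch signal had been subtracted, and the array medians differ by more than 2-fold, so the arrays were not at a common level. Of 12488 probe sets, 66 AFFX controls hold no value and 12422 were tested. Exactly 1 gene symbol was found for 10833 probe sets, several for 396 and none for 1193. Probe sets stand for 8251 genes in all, and where a gene has several the brightest stands for it.

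The intensities were quantile normalized over the 24 arrays, set to a floor and taken to log2. The floor was planned at the 10th percentile of the normalized values. That percentile is negative (-15.74), so its size, 15.74, was used, and the sizes at the 5th and 20th percentiles (33.93 and 3.04) were alternatives. After this step 42.9% of the values lie at the floor, and 2996 probe sets lie there on all arrays. Signal over background limits what can be seen for dim genes, and a gene at the floor in both groups has no measurable change.

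Group means were compared with limma 3.58.1 in R 4.3.3, with 1 mean per group, 16 residual and 0.39 prior degrees of freedom, and the Benjamini-Hochberg adjustment over the probe sets of each comparison at 0.05. The comparisons were HS, WY and WY+HS against control in each strain, WY+HS against HS in PPARα-null mice, WY+HS against WY in wild-type mice, genotype in control mice, the HS by genotype interaction, and the WY by HS interaction in each strain. The HS classes I to VI were built from these calls largely as the paper describes them. Class V also required a change after WY+HS in null mice, to separate it from class VI. Calls were taken without regard to direction. Class IV, which the paper describes as induced genes, therefore also holds a probe set that fell with HS. The methods' test (an F test over the groups, adjusted at 0.05, then Scheffe's post-hoc test) was run over all 8 groups and within each strain. No paired analysis was possible because each mouse gave 1 array and the labels pair no mice.

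Lists of genes, 40 in all, were written before the data were examined, 4 of them from genes the paper names. They cover chaperones, protein synthesis and degradation, mitochondrial, lipid and amino acid metabolism, stress responses, muscle, and markers of other cell types. Each list was compared with the other genes by camera with a correlation of 0.01 between genes, with an estimated correlation, and by fry, adjusted over the lists of a comparison. Member genes were also adjusted over the list alone. Principal components were computed from the log2 values, and distances from the control mean of the own strain were taken on the first 3. Overlaps of calls were tested with Fisher's exact test. For comparisons with shared controls the correlation and covariance of the changes were set beside 50 simulations of unchanged groups.

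The genes named in the text were fixed by a rule at the same time: every gene the paper names, the 10 largest rises and falls of each treatment comparison with 1 symbol and all 3 treated mice beyond all 3 controls, and up to 4 members of each list past the threshold, or the 2 largest if none passes. Some genes the paper names are not reported here. Between 3 and 3 mice, 10% of unchanged genes separate fully by chance. The pipeline was tested on simulated data in which 100 probe sets per fold were raised: for HS in wild-type mice it recovered 49% of 2-fold and 89% of 4-fold changes with 10 of 12222 false calls, for HS in null mice 51% and 85%, and the methods' test recovered 42% and 78% in the former.

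Alternatives set at the same time were a common median in place of quantile normalization, the other floors, limma's arrayWeights, trend and robust moderation, a filter at the 30th percentile, an adjusted p under 0.01, a fold of at least 1.5, the methods' test, a fit of only the arrays compared, and leaving out each array in turn. Chosen after seeing the data were the arrays without scaling, an asinh scale without a floor, and counts per gene from the mean of its probe sets. Other tables, tissues, cells, protein and blood measurements of the study were not analysed here. Of the supplementary table of changed genes the first 748 entries were compared and 1700 were left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.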

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

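All comparisons of other probe sets of the same gene were chosen after these results had been seen. So were the comparison of scaling for the many changes in HS-treated PPARα-null mice and the count of mice with raised muscle genes. The other tests were chosen before.

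HS changed 878 probe sets in PPARα-null livers. Where a changed bright probe set had another bright probe set for the same gene, the other moved the same way in 60.2% of 254 pairs (SE 3.70), against 52.6% by shuffling (permutation p = 0.0079), and against 78.3% for WY changes matched in size and brightness (158 pairs). That argues against a response of the liver accounting for all the changes. With the arrays scaled to a common median the count was 832, which argues against quantile normalization as its source, but without scaling, chosen after seeing the data, it was 97, so a dependence on scaling as such stays open. A difference of these 3 arrays at the level of single probe sets may underlie a part of the changes, a part remains open to a response of the liver, and where both probe sets passed 40 of 50 moved the same way.

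Skeletal muscle genes were raised in 2 of the 3 HS-treated null mice, and in wild-type control mouse 1. Across 25 muscle genes the paper does not name, the deviations of mouse 1 correlated with those of null mice 16 and 17 at 0.699, and with those of mouse 18 at 0.0796. The value lies between the bounds set for and against muscle carried over with the liver, and 11 of the genes were above the floor in mouse 1. Carry-over and a response to HS cannot be told apart with 2 of 3 mice showing the rise and 1 untreated mouse sharing it. Both may contribute, and neither was tested in further tissue.

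HS changed 5 probe sets in wild-type livers, where mouse 5 stood apart. Without mouse 5 the count was 12, which argues against this array hiding many changes of the other 2. Among 84 probe sets raised at least 4-fold by WY, mouse 5 showed a median of 1.74% of the rise (95% interval of the median 0 to 2.83, a spread added after the median had been seen), although *Cyp4a14* showed 32.4% and 24 were above 10%. That argues against RNA of a WY-treated liver mixed into mouse 5. In mouse 5 neutrophil genes averaged 0.43 (log2) against -0.01 and -0.12 in mice 4 and 6, and Kupffer cell genes 0.40 against 0.04 and -0.07. Circadian genes averaged -0.46 against -0.05 and -0.03, while lymphocyte genes did not stand apart (-0.15 against -0.17 and -0.10). What set mouse 5 apart, whose *Ppara* at 181 lay in the range of the null mice, stays open, and no biological explanation was tested.

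The strains differed in their HS response at 201 probe sets by the test of the interaction. But 8 of 100 relabelings gave as many (highest 310), so chance is not excluded for the count. Where a called bright probe set had another for the same gene, the other moved the same way in 73.6% of 53 pairs (SE 6.89). Shuffling gave 52.8% (permutation p = 7e-04) and matched WY changes 84.9%. For these genes that argues against differences at the level of single probe sets as the source of all the calls. It does not test whether the mice of a group differed by chance. The WY by HS interaction in null mice passed for 229 probe sets, with 4 of 100 relabelings as large (highest 491), a share under 0.05 by less than its sampling spread, so chance is not firmly excluded. Other probe sets of the same gene moved the same way in only 60.6% of 66 pairs there, against 56.1% by shuffling (permutation p = 0.275) and 78.8% for matched WY changes, which leaves open how much of it is a response of the liver. In wild-type mice it passed for 13, with 14 of 100 as large (highest 37), so chance is not excluded there. For both WY by HS interactions the highest relabeled count is more than 2 times the real one, which may come from the group changes that relabeling mixes or from a structure of the samples, and neither was tested.

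Among the genes whose HS change differed between the strains were *Tff2* (log2 difference 4.41), *S100a6* (2.47), *Gldc* (-3.22), *Igfals* (-3.0), *Wdr75* (-2.76), *Ctse* (-2.38), *Abca2* (-2.24) and *Pdia6* (-1.84), with *Acaa1a* (0.708) and *Acaa1b* (0.689) higher in null mice. A second, dimmer probe set of *Acaa1b* went the other way with HS in null mice (log2 -2.20, limma adjusted p = 0.00126, -0.389 in wild-type mice, interaction -1.82, adjusted p = 0.0912). *Tff2* lay at the floor in every group but the HS-treated null mice and *Wdr75*, of ribosome assembly, in all 3 HS-treated null mice, so both differences come from floored values and their sizes are probably too small. *S100a6* stayed at the floor in wild-type livers and *Igfals* fell close to it in null livers, so the floor limits these sizes too. Among the genes whose HS change differed by diet in wild-type mice were *Hspa1a* (7.04), *Dnajb1* (4.25), *Atf3* (3.75) and *Rfxank* (-2.39). *Hspa1a* lay at the floor in wild-type livers except after WY+HS, so its difference also rests on floored values. Between untreated null and wild-type livers, a comparison the paper does not report, 105 probe sets differed.

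Splits of 3 against 3 mice number 10, too few for a share under 0.05. As many probe sets passed in 2 of 10 for HS in wild-type mice (5, highest other 5), 1 for WY (1339, highest other 3), 1 for WY+HS (1318, highest other 4) and 1 for WY+HS against WY (53, highest other 30). In null mice it was 1 of 10 for HS (878, highest other 25), 8 for WY (1, highest other 4), 5 for WY+HS (2, highest other 5) and 1 for WY+HS against HS (1391, highest other 12). For genotype in control mice it was 1 of 10 (105, highest other 2).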

How the results depend on the processing

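The arrays without scaling, the asinh scale and the mean over probe sets were chosen after seeing the data, and all other alternatives before. Named gene results were run at a common median, at both floors, with each array left out, with only the arrays compared and by the methods' test over the 8 groups. None of those past the threshold reversed its direction. The methods' test uses the same group means, so it cannot change a direction. Counts and list results that moved are given here. The cause was not tested. The 42.9% of values at the floor limit what dim genes can show. The planned quantile normalization is the one used, so a common median stood as the other. At a fold of at least 1.5, with the floor at the 20th percentile, and with brightest probe sets counted per gene, no reported count moved by more than 1.5 times.

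Scaled to a common median, HS in wild-type mice gave 0 probe sets, WY+HS in null mice 1, genotype 65 and the WY by HS interaction in null mice 347. The ribosomal list lost its call (camera adjusted p = 0.623) and the oxidative phosphorylation list gained one in WY+HS against HS (adjusted p = 0.00919). Without scaling, HS gave 15 in wild-type and 97 in null mice, WY+HS 575 and 0, WY+HS against HS 221, WY+HS against WY 1431, genotype 17, HS by genotype 27 and WY by HS 40 in null and 2639 in wild-type mice. On the asinh scale HS in wild-type mice gave 8, WY+HS in null mice 0, HS by genotype 112 and WY by HS in wild-type mice 7.

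Median log2 changes were taken over the probe sets whose mean log2 intensity lay above the median. At the common median they were -0.104 for HS in null mice, 0.104 for WY+HS against HS and 0.181 for WY by HS in null mice. The share of higher calls went from 45.0% to 29.6% for HS in null mice, 54.1% to 71.7% for WY+HS against HS, 64.2% to 79.6% for WY+HS against WY, 38.1% to 18.5% for genotype, 41.8% to 31.5% for HS by genotype, 62.9% to 79.5% for WY by HS in null mice and 53.8% to 66.7% in wild-type mice. Without scaling these medians were 0.438 for HS, 0.465 for WY, -0.229 for WY+HS and -0.689 for WY+HS against WY in wild-type mice, 0.168 for WY and -0.113 for WY+HS against HS in null mice, -0.156 for genotype, -0.389 for HS by genotype, and -0.262 and -1.12 for WY by HS in null and wild-type mice. Shares without scaling were 100% for HS, 90.0% for WY, 29.6% for WY+HS and 1.40% for WY+HS against WY in wild-type mice, 68.0% for HS and 31.2% for WY+HS against HS in null mice, 11.8% for genotype, 70.4% for HS by genotype, and 12.5% and 0.341% for WY by HS.

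With the floor at the 5th percentile HS in wild-type mice gave 11, WY in null mice 0 and WY by HS in wild-type mice 21. With arrayWeights the counts were 16 for HS in wild-type mice, 5 for WY+HS in null mice, 2176 for WY+HS against HS, 166 for WY+HS against WY, 183 for genotype, 507 for HS by genotype, and 607 and 32 for WY by HS in null and wild-type mice. With trend and robust moderation HS in wild-type mice gave 2 and WY+HS in null mice 0. Above the 30th percentile WY+HS in null mice gave 6, class II 1 and class V 2, and oxidative phosphorylation (camera adjusted p = 0.0771) and mitochondrial fatty acid oxidation (adjusted p = 0.0801) lost their calls for HS in null mice.

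At an adjusted p under 0.01, where fewer pass by construction, the counts were 0 for HS, 775 for WY and 801 for WY+HS in wild-type mice, 354 for HS and 0 for WY+HS in null mice, 649 for WY+HS against HS, 23 for WY+HS against WY, 39 for genotype, 53 for HS by genotype and 54 for WY by HS in null mice. Then 0 changed with HS in both strains, 0 of the wild-type HS probe sets also changed with WY, and classes II, IV, V and VI held 0, 0, 0 and 354. Fitted on only the arrays compared, with fewer residual degrees of freedom, the counts were 1 for HS in wild-type and 59 in null mice, 770 for WY+HS in wild-type mice, 166 for WY+HS against HS, 11 for WY+HS against WY, 14 for genotype, 73 for HS by genotype, and 37 and 3 for WY by HS in null and wild-type mice.

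The methods' test over the 8 groups gave 17 for HS, 713 for WY and 753 for WY+HS in wild-type mice, 415, 13 and 20 in null mice, 610 for WY+HS against HS and 33 for WY by HS in wild-type mice, with 5 changed by HS in both strains and classes I, II, III, V and VI at 8, 4, 2, 3 and 407. Within each strain it gave 77 for HS and 871 for WY in wild-type mice, 282, 26 and 38 for HS, WY and WY+HS in null mice, 289 for WY+HS against HS, 169 for WY+HS against WY and 103 for WY by HS in wild-type mice.

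With an estimated correlation these lists lost their calls by camera adjusted p: proteasome (adjusted p = 0.128), ribosomal (adjusted p = 0.275) and tRNA synthetases (adjusted p = 0.122) for HS in wild-type mice, oxidative phosphorylation (adjusted p = 0.309), TCA cycle, branched-chain and SRF targets (each adjusted p = 0.0502), mitochondrial fatty acid oxidation and tryptophan (each adjusted p = 0.103) and skeletal muscle (adjusted p = 0.184) for HS in null mice, and cholesterol synthesis for WY (adjusted p = 0.129) and WY+HS against WY (adjusted p = 0.295). By fry so did proteasome (adjusted p = 0.151), ribosomal (adjusted p = 0.3), tRNA synthetases (adjusted p = 0.119) and cholesterol in WY+HS against WY (adjusted p = 0.133). On the 1000 most variable probe sets the distance ratios were 5.04 for WY and 4.83 for WY+HS in wild-type and 3.58 for HS in null mice, and with unit variance 2.17 and 2.30, and 0.606 for WY+HS in null mice. For HS in wild-type mice the ratio stayed within its spread between mice, at 0.824 on the most variable probe sets and 0.236 at a common median.

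Leaving out each array in turn, where a lone pair is assumed to vary like the other groups, HS in wild-type mice gave 0 to 12 (12 without control mouse 3 or HS mouse 5, 2 without control 1 or HS 6, 0 without HS 4), WY 991 to 1065 and WY+HS 1020.0 to 1135. In null mice HS gave 412 to 1160 (542 without control 13, 412 without 14, 454 without HS 16, 416 without 17), WY 3 to 10 (6, 7 and 10 without controls 13, 14 and 15, 9, 3 and 3 without WY 19, 20 and 21), WY+HS 2 to 18 (12, 6 and 18 without the controls, 4 without 23) and WY+HS against HS 729 to 1597 (819 without 16, 729 without 17, 741 without 24). WY+HS against WY gave 41 to 89 (89 without 12), genotype 51 to 87 (53 and 51 without wild-type 2 and 3, 58 without null 13), HS by genotype 104 to 536 (536 without null HS 18, 104 without null control 14, 115, 131 and 129 without wild-type controls, 127 without 17), WY by HS in null mice 118 to 547 (547 without 18, 131 without 14, 134 without 17, 118 and 143 without 20 and 21, 121 without 24) and in wild-type mice 13 to 29 (29 without 12, 20 without 3, 25 without 8, 26 and 22 without 10 and 11). Probe sets changed in both strains numbered 0 to 5, wild-type HS probe sets also changed with WY 0 to 9, and classes I to VI held 0 to 3, 0 to 8, 0 to 2, 0 to 5, 0 to 13 and 407 to 1157. List camera adjusted p ranged 6.18e-05 to 0.677 for ribosomal proteins (0.677 without HS 5), 0.00122 to 0.315 for oxidative phosphorylation (0.315 without HS 18), 0.0129 to 0.144 for mitochondrial fatty acid oxidation (0.144 without control 15), 0.000203 to 0.13 for tryptophan (0.13 without HS 18) and 3.29e-10 to 0.19 for cholesterol in WY+HS against WY (0.19 without 12).

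Counted per gene from the mean of its probe sets, HS gave 1 in wild-type and 647 in null mice, WY 1062 in wild-type mice, WY+HS 0 in null mice, HS by genotype 143 and WY by HS 7 in wild-type mice. Of 233 named gene results 208 kept their side of the threshold at a common median, where 24 lost it and 1 gained it, 221 and 223 at the other floors, and 150 with only the arrays compared.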

Differences from the paper's values

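The alternatives named in this part were set before the data were examined. Counts are taken to differ beyond 1.5 times, and folds beyond both 1.5 times and 1 SD between mice. HS in wild-type mice altered 107 genes in the paper and 5 probe sets here. The methods' test within each strain gave 77, within 1.5 times the paper's value, and the other alternatives stayed below. For genes altered by HS only in wild-type mice the paper gives 76 and the value here is 2; the same test gave 72, and the other alternatives stayed apart.

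WY in PPARα-null mice altered 6 genes in the paper and 1 probe set here. Without null control mouse 13 the count was 6, the paper's value, and without null control mouse 14 or null WY mouse 19 it was 7 and 9, while the other alternatives stayed apart. WY+HS in null mice altered 68 genes in the paper and 2 probe sets here, and all alternatives stayed apart, the nearest being 38 by the methods' test within each strain. The paper's counts are of genes by its F test with Scheffe's post-hoc test, and those here of probe sets by limma.

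*Hspa4l* changed 1.94703-fold with HS in wild-type mice in the paper's supplement and 1.20-fold here, and only without wild-type HS mouse 5 (1.32) did the values fall within these bounds. With WY the paper's value is 2.2328 and the value here 1.44, and only without wild-type control mouse 1 (1.53) did they. *Cyp4a14* with WY+HS is 20.9532-fold in the paper's supplement and 13.4-fold here, and without wild-type control mouse 2 or 3 (14.2 and 15.2) the values were within 1.5 times of it. *Hspa1b* with WY+HS is 47.6304-fold in the paper's supplement and 108-fold here, and no alternative came within 1.5 times. Of 60 folds of 22 genes in the entries compared, 56 were within these bounds, and all 60 had the same direction.

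The paper places *Fkbp4*, *Grpel2*, *Dnaja1*, *Tubb2a*, *Uchl1*, *Stip1*, *Hspa4l*, *Hsph1* and *Mt2* among genes changed by HS, and none of them passed limma for HS in either strain here, although *Stip1* and *Fkbp4* fall in class I by the methods' test, and a second probe set of *Fkbp4* differed between the strains. For *Uchl1*, *Tubb2a* and *Hsph1* the paper reports that RT-PCR bore out its array result. By RT-PCR it also reports a rise of *Stip1* and a weak one of *Dnaja1* after HS in null mice. RT-PCR was not analysed here, so the difference concerns the arrays alone. The paper describes genes raised in wild-type and lowered in null mice, and 0 probe sets passed both ways with limma. It states higher electron transport sets after WY+HS than HS in null mice, where the oxidative phosphorylation list had a mean log2 difference of -0.05 and did not pass, except when the arrays were scaled to a common median (camera adjusted p = 0.00919). HS-treated null mice 16 and 17, which carried muscle transcripts, averaged 0.06 and 0.09 (log2) on that list, against -0.07 in mouse 18. Whether muscle transcripts hid a fall in the list was not tested. The paper reports Grp94 as lowered, from its own data, and BiP from earlier work, and neither *Hsp90b1* nor *Hspa5* passed with WY.

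It names *Saa2* among genes raised by HS in null mice, and it did not pass. *Cct4*, *Cct7* and *Cct8*, which it names as raised by WY, did not pass, while *Cct3* did. It states that HS kept WY from raising sterol genes. Of those it names, *Cyp8b1*, *Dhcr7*, *Ebp* and *Sqle* did not pass with WY, and none of the named genes differed between WY+HS and WY by limma.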

Other observations

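The comparisons of this part were chosen before the data were examined. In untreated livers, PPARα-null mice had lower levels of fatty acid oxidation genes than wild-type mice. *Eci1*, an isomerase of mitochondrial β-oxidation, read 175 ± 38.1 against 599 ± 35.1 (SD, n = 3 mice per group, log2 -1.80, limma adjusted p = 5.73e-06, lower in 3 of 3 mice), *Cpt2*, which re-forms acyl-CoA in mitochondria, 434 ± 31.3 against 1191 ± 73.3 (log2 -1.46, adjusted p = 2.44e-06), and *Cyp4a10* was lower by a log2 difference of -4.35 (adjusted p = 0.00301). Of 19 mitochondrial fatty acid oxidation genes 8 were lower and 1 higher (camera adjusted p = 1.48e-15), and of 25 peroxisomal genes 7 were lower (adjusted p = 2.92e-11). TCP-1 chaperonin genes were higher in null livers, 11 of 12 positive (adjusted p = 0.000763), with none passing by itself. In all, 40 probe sets were higher and 65 lower.

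After HS in null livers some lists of other cell types lay higher with the fixed correlation of camera, and none passed with an estimated one. Neutrophil genes had 3 of 16 higher (adjusted p = 0.0172), with list means of 0.52, 0.52 and 0.57 in the 3 mice, and *S100a9*, a neutrophil protein, rose by log2 1.28 (limma adjusted p = 1.95e-06). Lymphocyte and antigen presentation genes had 5 of 35 higher (adjusted p = 0.0172, and 0.0663 with an estimated correlation, as for neutrophils), endothelial genes 5 of 25 (adjusted p = 0.022, and 0.135) and Kupffer cell genes 2 of 26 (adjusted p = 0.0172, and 0.309). Pancreatic acinar (adjusted p = 0.501), adipocyte (0.196), erythroid (0.152), gastrointestinal (0.542), cell cycle (0.606), circadian (0.982), immediate early (0.0879) and interferon genes (0.542) did not pass there, nor did fatty acid synthesis (0.564) and metallothionein and oxidative stress genes (0.419).

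In null livers WY+HS gave higher metallothionein and oxidative stress genes (adjusted p = 2.27e-05, 18 of 24 positive) and interferon genes (adjusted p = 1.09e-05, 21 of 30 positive; adjusted p = 0.0552 with an estimated correlation), with none passing by itself. WY in null livers moved oxidative phosphorylation genes lower (53 of 72 negative, adjusted p = 0.000355; adjusted p = 0.592 with an estimated correlation) and Kupffer cell genes higher (21 of 26 positive, adjusted p = 0.000297; adjusted p = 0.592 with an estimated correlation). The Kupffer list mean was 0.58 in mouse 19 and 0.05 and 0.14 in mice 20 and 21, so 1 mouse carries most of it. In wild-type livers WY lowered 19 of 36 acute phase genes and raised none (adjusted p = 1.73e-13) and raised 27 of 37 proteasome genes (adjusted p = 9.77e-19).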
